# A specific E3 ligase/deubiquitinase pair modulates TBP protein levels during muscle differentiation

**DOI:** 10.7554/eLife.08536

**Published:** 2015-09-22

**Authors:** Li Li, Silvia Sanchez Martinez, Wenxin Hu, Zhe Liu, Robert Tjian

**Keywords:** TBP, ubiquitination, Huwe1, USP10, differentitation, human, mouse

## Abstract

TFIID—a complex of TATA-binding protein (TBP) and TBP-associated factors (TAFs)—is a central component of the Pol II promoter recognition apparatus. Recent studies have revealed significant downregulation of TFIID subunits in terminally differentiated myocytes, hepatocytes and adipocytes. Here, we report that TBP protein levels are tightly regulated by the ubiquitin-proteasome system. Using an in vitro ubiquitination assay coupled with biochemical fractionation, we identified Huwe1 as an E3 ligase targeting TBP for K48-linked ubiquitination and proteasome-mediated degradation. Upregulation of Huwe1 expression during myogenesis induces TBP degradation and myotube differentiation. We found that Huwe1 activity on TBP is antagonized by the deubiquitinase USP10, which protects TBP from degradation. Thus, modulating the levels of both Huwe1 and USP10 appears to fine-tune the requisite degradation of TBP during myogenesis. Together, our study unmasks a previously unknown interplay between an E3 ligase and a deubiquitinating enzyme regulating TBP levels during cellular differentiation.

**DOI:** http://dx.doi.org/10.7554/eLife.08536.001

## eLife digest

Most animal cells specialize to perform particular roles that contribute to the survival of the animal in different ways. For example, the cells that form our muscles are able to contract, while other cells in the body are efficient at storing fat. The different types of cells develop from unspecialized cells, but it is not clear what controls this process to form a particular type of cell in the right place at the right time.

The TATA-box binding protein (TBP) is one of a group of proteins that helps to activate the expression of genes in animal cells. Recent studies have revealed that TBP is deliberately destroyed by a group of proteins called the proteasome in muscle cells, in a type of liver cell, and in fat cells. Here, Li et al. used biochemical techniques to study the regulation of TBP during the formation of muscle cells from less specialist mouse cells called myoblasts.

The experiments show that an enzyme called Huwe1 selectively adds a tag to TBP that marks TBP for destruction by the proteasome. Another protein called USP10 acts to remove the tags to prevent TBP from being destroyed. Therefore, it appears that changes in the levels of Huwe1 and USP10 fine-tune the amount of TBP that is degraded during the formation of muscle cells.

Li et al.'s findings suggest that other proteins that are also involved in activating gene expression may also be destroyed as muscle cells form. The next step is to understand how important the degradation of these proteins is to the formation of other types of specialist cells.

**DOI:** http://dx.doi.org/10.7554/eLife.08536.002

## Introduction

The TATA-box binding protein (TBP) is one of the central players in eukaryotic transcription. TBP serves as a key subunit to facilitate transcription initiation by all three RNA polymerases in eukaryotic cells. As a part of the SL1 complex, TBP plays a role in recognizing Pol I-transcribed promoters (Comai et al., 1994). Similarly, TBP and its associated factors (TAFs) that make up the TFIID complex are specific for Pol II-mediated mRNA transcription (Dynlacht et al., 1991). Likewise, the TBP/B/BRF complex TFIIIB drives the transcription of small nuclear RNAs by Pol III (Taggart et al., 1992). Given this pivotal role in transcription, TBP-mediated transcriptional regulation has been extensively studied by biochemical and genetic approaches in past decades(Hernandez, 1993). However, only limited studies have interrogated the regulation of TBP during cell-type specification. The main reason is that cell-type specific transcription programs have generally been considered to be dictated by classic sequence-specific transcription factors (Farnham, 2009), while the components of the core promoter recognition machinery such as TBP were thought to be largely invariant across different cell types (Thomas and Chiang, 2006).

Recently, studies demonstrated that during a number of terminal differentiation processes, TBP protein levels become dramatically downregulated. Specifically, in terminally differentiated myocytes, hepatocytes and adipocytes, normally high concentrations of TBP protein as well as the canonical components of the TFIID complex become severely reduced while other core pre-initiation complex components such as RNA Pol II remain largely unaffected (Deato and Tjian, 2007; D'Alessio et al., 2011; Zhou et al., 2013). In conjunction with TBP downregulation, various cell-type specific ‘orphan’ TAFs are switched on to help direct developmental gene expression and terminal differentiation program (D'Alessio et al., 2009; Goodrich and Tjian, 2010). Interestingly, it was found that reductions in TBP protein levels are much more pronounced than decreases in its mRNA levels, suggesting that an important level of TBP regulation occurs post-transcriptionally (Deato and Tjian, 2007; D'Alessio et al., 2011; Liu et al., 2011; Zhou et al., 2013; Herrera et al., 2014). We therefore set out to decipher the mechanisms by which TBP protein levels are regulated during differentiation.

Here, we show that TBP is a substrate for ubiquitination by a specific E3 ligase in vivo and in vitro. By using a combination of in vitro assays and biochemical fractionation, we identified the 480 kDa Huwe1 protein as a major E3 ligase targeting TBP. We confirmed in vitro that purified recombinant Huwe1 targets TBP for ubiquitination, while loss-of-function experiments allowed us to probe TBP regulation by the E3 ligase in vivo. We also identified USP10 as a ubiquitin-specific protease (USP) that modulates Huwe1-mediated TBP ubiquitination and protects TBP from proteasome-mediated degradation. Importantly, we were able to show that the E3 ligase becomes significantly upregulated during myotube differentiation, while its paired USP becomes dramatically downregulated. Together, our results support a model in which coordinated ubiquitination and deubiquitination activities finely balance TBP protein levels during terminal differentiation.

## Results

### Regulation of TBP protein levels by UPS during myogenesis

Consistent with several earlier observations from our lab and other studies (Perletti et al., 1999; Deato and Tjian, 2007), we found that upon myogenic differentiation of C2C12 cells TBP protein levels become significantly downregulated, while its mRNA levels remained largely unchanged (Figure 1—figure supplement 1), suggesting that TBP downregulation mainly occurs via modulation of its protein levels. Since the major protein degradation pathway in eukaryotic cells is mediated by the ubiquitin/proteasome system (UPS) (Hochstrasser, 1996; Hershko and Ciechanover, 1998), we treated post-mitotic myotubes with the proteasome inhibitor MG132 and checked whether TBP downregulation was affected. Strikingly, TBP protein levels were partially restored within 4 hr after MG132 treatment (Figure 1A), suggesting that the UPS likely plays a dominant role in regulating TBP levels during terminal differentiation.

**Figure 1.**
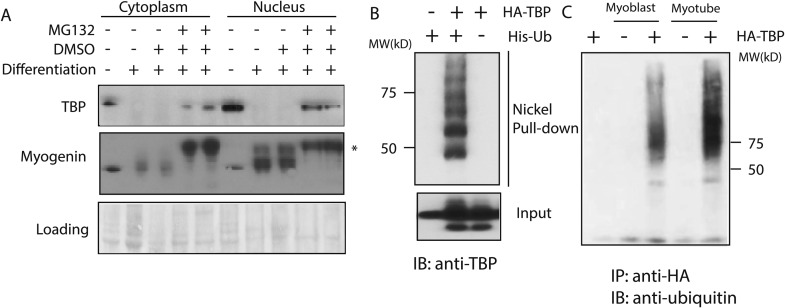
The ubiquitin-proteasome system regulates TBP protein levels. (**A**) Treatment of differentiated C2C12 myotubes with the proteasome inhibitor MG132 rescues TBP protein levels. Western blot analysis of cytoplasmic and nuclear extracts from C2C12 myoblasts and myotubes was done using antibodies against TBP and myogenin. Loading control was done by Ponceau S staining. Myotubes were treated as indicated on differentiation day 6. MG132 was used at a final concentration of 10 μM for 4 hr *, a modified version of myogenin was detected upon MG132 treatment. (**B**) TBP is ubiquitinated in vivo. 293T cells were transfected with indicated plasmids. Ubiquitin conjugates were purified using Ni-NTA resin under denatured conditions from MG132 treated cells, then subjected to western blot analysis using anti-TBP antibody. (**C**) TBP can be ubiquitinated by both C2C12 myoblast and myotube whole cell extracts in vitro. In vitro transcribed and translated HA-TBP was incubated with whole cell extracts from C2C12 myoblasts or myotubes for in vitro ubiquitination assays. After the reaction, immunopurified HA-TBP (purified using an antibody against HA-tag) was analyzed by western blot using an antibody against ubiquitin. **DOI:** http://dx.doi.org/10.7554/eLife.08536.003

**Figure 1—figure supplement 1.**
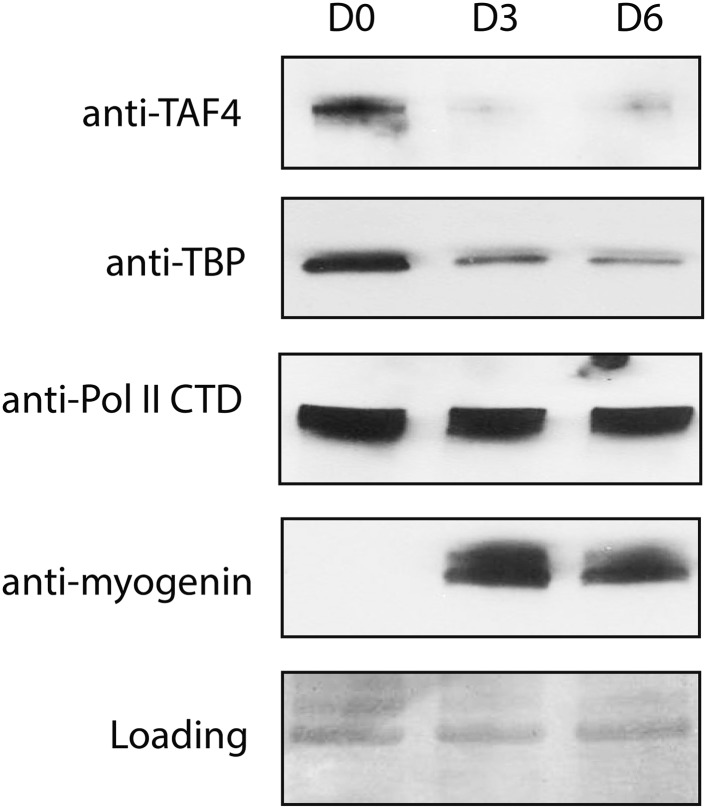
Protein levels of TBP and TAF4 but not RNA polymerase II significantly decrease during C2C12 differentiation. Western blot analysis of whole-cell extracts prepared from C2C12 myoblasts (D0) and myotubes collected on day 3 (D3) and day 6 (D6) post-differentiation was done using antibodies against TAF4, TBP, myogenin and the carboxy terminal domain (CTD) of the large RNA polymerase II (Pol II) subunit RPB1. Signals in Ponceau S staining were used as loading controls. **DOI:** http://dx.doi.org/10.7554/eLife.08536.004

To test whether TBP is indeed a substrate for ubiquitination, we next performed in vivo ubiquitination assays, in which we treated 293T cells expressing His-ubiquitin and Homologous to the E6-AP Carboxyl Terminus (HA-TBP) with MG132 overnight. Subsequently, all ubiquitinated protein species in the cells were pulled down under denaturing conditions by using Nickel resin (See details in the ‘Materials and methods’). Western blot analysis confirmed the presence of slower-migrating poly-ubiquitinated species of the TBP protein in the pull-downs, suggesting TBP is indeed ubiquitinated in cells (Figure 1B).

### Biochemical fractionation and identification of Huwe1 as a TBP E3 ligase

Ubiquitination is catalyzed by a cascade of three different enzymes, E1 activation enzyme, E2 conjugation enzymes and E3 ligases. The target specificity of the system is largely determined by E3 ligases, that recognize specific substrates for ubiquitination (Nakayama and Nakayama, 2006). To identify potential E3 ligases that specifically target TBP for ubiquitination, we used biochemical fractionation followed by an in vitro ubiquitination assay.

As a first step towards establishing an in vitro biochemical assay for TBP ubiquitination, we incubated in vitro translated HA-tagged TBP protein with either myoblast or myotube lysates supplemented with proteasome inhibitor MG132, a general deubiquitinase inhibitor (ubiquitin aldehyde), ubiquitin and an energy regenerating mix (See details in the ‘Materials and methods’). After 90 min of reaction at 37°C, we purified the substrate protein by anti-HA antibody affinity chromatography and analyzed TBP ubiquitination by anti-ubiquitin western blots. Higher molecular weight ubiquitinated TBP species were detected in reactions with both myoblast and myotube lysates, suggesting TBP ubiquitination activities are present in both proliferating muscle progenitors and terminally differentiated muscle cells (Figure 1C).

Since it is impractical to scale up myoblast and myotube cultures to obtain sufficient materials for bulk biochemical fractionation, we then tested whether TBP can be ubiquitinated by lysates of Hela cells. We detected significant TBP ubiquitination activities in Hela whole cell extracts (Figure 2A). We then separated the whole cell extract into cytoplasmic and nuclear fractions, and found that most of the TBP ubiquitination activities were present in the cytoplasmic fraction (S100) (Figure 2A). Using S100 as starting material, we designed a purification scheme for isolating putative TBP E3 ligases based on the in vitro ubiquitination assay. To simplify the ubiquitination assay, we used recombinant GST-tagged TBP as the substrate, which allows efficient isolation of the ubiquitinated TBP species with GST resin. It is worth noting that while GST-TBP can be efficiently ubiquitinated in the reaction, we did not detect any ubiquitination of the GST protein (Figure 2—figure supplement 1A), suggesting that these ubiquitination activities are specific to TBP. We could also detect ubiquitinated TBP species as slower-migrating bands by anti-TBP western blots (Figure 2—figure supplement 1B).

**Figure 2.**
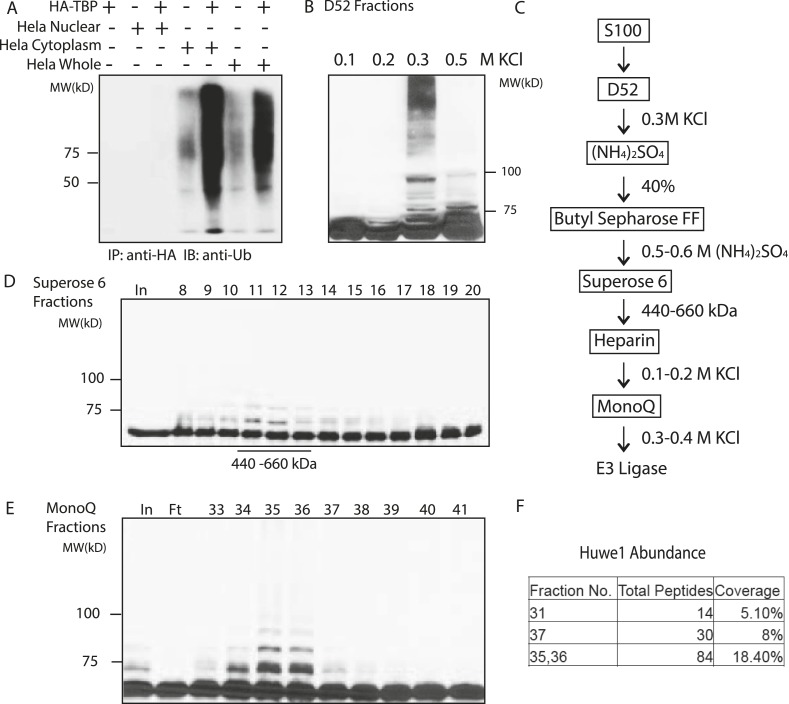
Purification of TBP E3 ligase from HeLa cytoplasmic fraction (S100). (**A**) In vitro ubiquitination of TBP by HeLa cell lysates. In vitro transcribed and translated HA-TBP was incubated with indicated HeLa cellular fractions for ubiquitination assays. After the reaction, immunopurified HA-TBP was analyzed western blot using an antibody against ubiquitin. (**B**) Fractions eluted from the ion exchange (D52) column were assayed in the presence of E1 (UBE1), E2 (UbcH5b), ubiquitin, ubiquitin aldehyde (deubiquitinase inhibitor) and MG132 (proteasome inhibitor). TBP ubiquitination was analyzed by western blots using anti-TBP antibody. (**C**) Chromatography scheme of purification of TBP E3 ligase. Hela cytoplasmic fraction (S100) was subjected to a series of chromatographic fractionation as indicated. (**D**) TBP E3 ligase migrates at a size around 440–660 kDa. Input (In) and Superose 6 fractions were assayed as in (**B**). Motilities of the peak activity (440–660 kDa) are shown (bottom). (**E**) TBP E3 ligase activity after the final Mono Q chromatography step. Reactions containing Input (In) and Mono Q fractions were performed as in (**B**). (**F**) The abundance of Huwe1 protein positively correlates with levels of TBP E3 ligase activity within selected MonoQ fractions. Protein compositions of selected MonoQ fractions were determined by Mudpit (Multidimensional Protein Identification Technology). Shown are numbers of detected peptides and percentage of coverage for Huwe1 protein in indicated fractions. **DOI:** http://dx.doi.org/10.7554/eLife.08536.005

**Figure 2—figure supplement 1.**
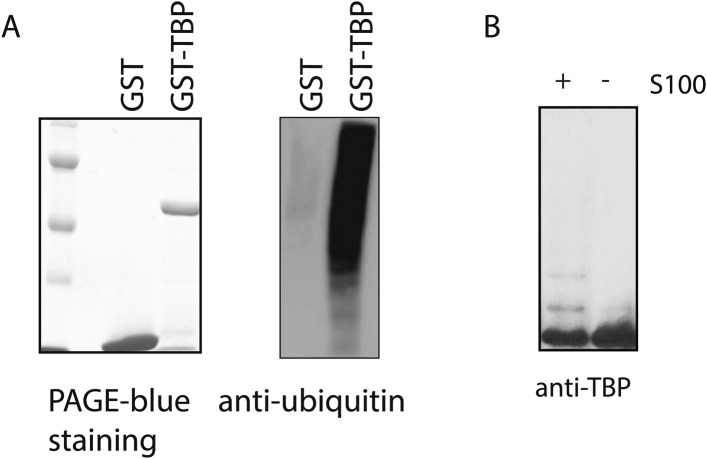
GST-TBP can be used as a substrate for in vitro ubiquitination assays. (**A**) GST-TBP but not GST is ubiquitinated by HeLa S100 cytoplasmic fraction in vitro. Recombinant GST-TBP and GST proteins (right) were incubated with Hela S100 fraction for in vitro ubiquitination assay. After the reaction, proteins were purified using GST beads and analyzed by western blot using an antibody against ubiquitin (left). (**B**) Ubiquitinated species of TBP can be detected by anti-TBP antibody as slow-migrating bands in western blot analysis. GST-TBP was incubated with in vitro ubiquitination reaction mixture in the presence (+) and absence (−) of S100. After the reaction, purified GST-TBP protein was analyzed by western blot using an anti-TBP antibody. **DOI:** http://dx.doi.org/10.7554/eLife.08536.006

To purify E3 ligases, we first fractionated the S100 lysate on an ion exchange column (D52) into multiple fractions: flowthrough, proteins bound to the column and eluted at 0.2 M KCl, 0.3 M KCl and 0.5 M KCl, respectively. None of the fractions alone was sufficient to mediate TBP ubiquitination. Reasoning that E1, E2 and E3 activities might be eluted at different salt concentrations, we then supplemented each fraction with recombinant E1 and a panel of E2s, and found that the 300 mM elution supplemented with several E2s (UbcH5 family E2s and UbcH7) robustly catalyzed TBP ubiquitination (Figure 2B).

We then precipitated the 300 mM D52 eluate with ammonium sulfate and further fractionate it by Butyl Sepharose, Superose 6 gel filtration, Heparin and finally MonoQ columns to enrich for E3 ligases responsible for TBP ubiquitination (Figure 2C) (See details in the ‘Materials and methods’). Ubiquitination assays on the activities eluted from the Superose 6 sizing column suggest the molecular weight of the E3 ligase(s) to be about 440–660 kDa (Figure 2D). The E3 activity was eluted from MonoQ at roughly 400 mM KCl (Figure 2E). At this stage, the limited amount of remaining material prevented further purification so the sample was subjected to Mudpit (Multidimensional Protein Identification Technology) mass spectrometry analysis along with control fractions containing little or no detectable levels of TBP E3 activities.

Of the three E3 ligases detected by Mudpit analysis, Huwe1 emerged as the most promising candidate, as its abundance correlated very well with TBP ubiquitination activities within each fraction (Figure 2F). Specifically, a total of 81 Huwe1 peptides (18.4% coverage) were detected in fractions with the highest E3 activities, and this number fell to 30 and 14 peptides in the fractions with intermediate and low E3 activities, respectively. Moreover, Huwe1 protein consists of 4374 amino acids with a molecular mass of around 480 kDa (Chen et al., 2005; Zhong et al., 2005), consistent with the molecular weight predicted for the TBP E3 ligase activity after Superose 6 gel filtration (Figure 2D).

### Huwe1 mediates TBP ubiquitination in vitro

To test whether Huwe1 indeed mediates TBP ubiquitination, we performed in vitro ubiquitination assays with purified recombinant Huwe1 proteins (Figure 3—figure supplement 1A), which resulted in a dose-dependent poly-ubiquitination of TBP detected as high molecular weight species using anti-TBP antibody (Figure 3A). As expected, the TBP ubiquitination activity of the purified recombinant Huwe1 protein was much more robust than that of partially purified fractions, presumably due to higher Huwe1 concentrations and/or the absence of potential inhibitors of ubiquitin polymerization. When using a methyl ubiquitin that only supports monoubiquitination together with purified recombinant Huwe1 in our assay (Hershko and Heller, 1985), we detected a ladder of shifted bands separated by around 8 kDa similar to the TBP ubiquitination patterns generated by the partially purified Mono Q fractions (Figure 3—figure supplement 1B). Since these shifted bands likely correspond to different ubiquitination sites, the use of methyl ubiquitin also allowed us to estimate the number of distinct ubiquitination sites on TBP to be more than 10 (Figure 3—figure supplement 1B).

**Figure 3.**
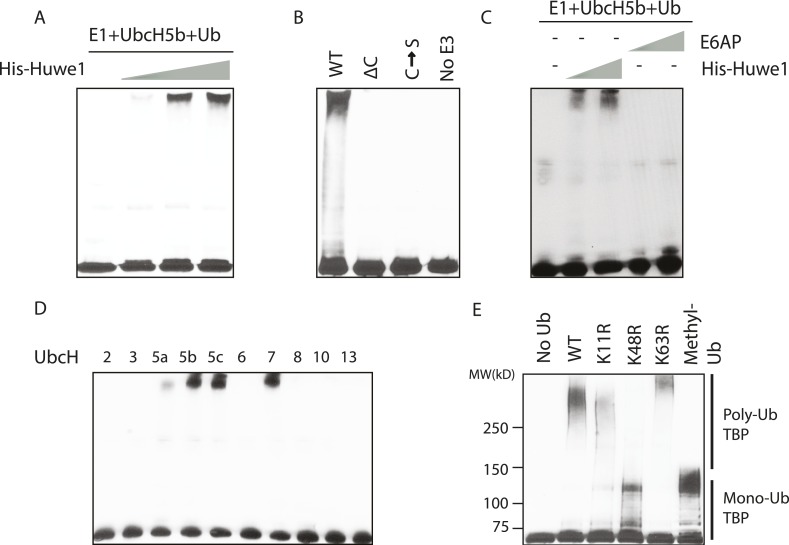
In vitro ubiquitination of TBP using recombinant Huwe1 protein. (**A**) Recombinant Huwe1 protein ubiquitinates TBP in vitro. Titrations (twofold concentration range) of recombinant His-tag Huwe1 protein are incubated with GST-TBP supplemented with E1, UbcH5b, wild-type ubiquitin and ATP regenerating mix, ubiquitin aldehyde in in vitro ubiquitination assays. After the reaction, TBP ubiquitination was analyzed through western blot using the anti-TBP antibody. (**B**) Hect domain of Huwe1 is required for its TBP ubiquitination activity. Wildtype (WT), Hect domain truncation (ΔC) and catalytic site mutant (C → S) Huwe1 were assayed as in (**A**) to test their activities to ubiquitinate TBP. (**C**) Hect domain alone is insufficient for Huwe1's TBP ubiquitination activity. Two different doses of His-tag Huwe1 (twofold range) and recombinant E6AP protein (twofold range) are used in the ubiquitination assay as in (**A**). (**D**) Huwe1 E3 activity can be supported by UbcH5 family E2s and UbcH7. A panel of different E2 conjugating enzymes is used in the in vitro ubiquitination assays. (**E**) Huwe1 mediated the K48-linked ubiquitination of TBP. Wild-type ubiquitin (WT), lysine 11 to arginine mutant (K11R), lysine48 to arginine mutant (K48R), lysine63 to arginine mutant (K63R) and lysine-methylated ubiquitin (Methyl-Ub) are used in the ubiquitination assays. **DOI:** http://dx.doi.org/10.7554/eLife.08536.007

**Figure 3—figure supplement 1.**
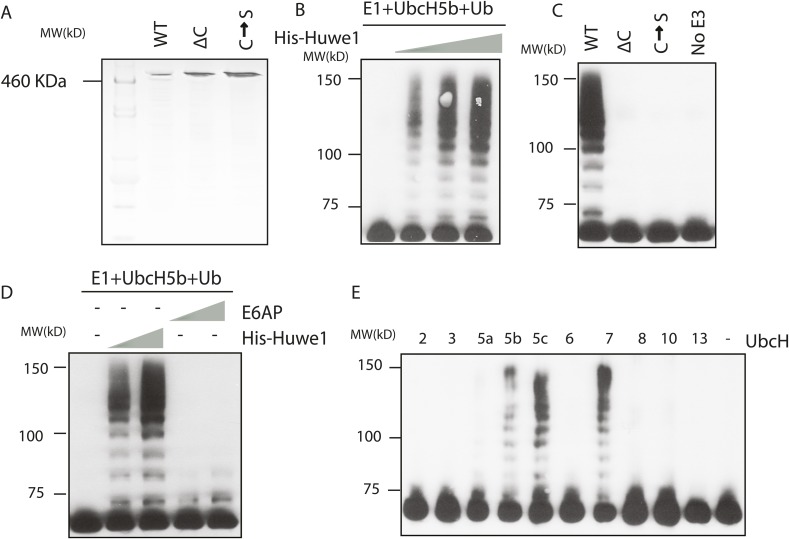
Huwe1 mediates TBP ubiquitination at multiple sites. (**A**) PageBlue SDS-PAGE Gel of purified recombinant wild-type (WT), catalytic domain truncation (ΔC) and catalytic site C4341S mutant (C → S) Huwe1 proteins are shown. HiMark pre-stained protein marker (Invitrogen, highest molecular weight 460 kDa) was used to ensure the purification of full-length proteins. (**B**) Huwe1 ubiquitinates TBP in a dose-dependent manner. Titrations (twofold concentration range) of recombinant His-tag Huwe1 protein were incubated with GST-TBP supplemented with E1, UbcH5b, methyl-ubiquitin, ATP regenerating mix, and ubiquitin aldehyde. After the reaction, TBP ubiquitination was analyzed through western blot using an anti-TBP antibody. (**C**) Hect domain of Huwe1 is required for the TBP ubiquitination activity. Wildtype (WT), Hect domain truncated (ΔC) and catalytic site C4341S (C → S) Huwe1 mutants were used in the ubiquitination assay as in (**B**). (**D**) Hect domain alone is insufficient for Huwe1's TBP ubiquitination activity. Two different doses of His-tag Huwe1 (over twofold range) and Hect-domain containing E3 E6AP (over twofold range) were used in the ubiquitination assay. (**E**) Huwe1 E3 activity can be activated by UbcH5 family E2s and UbcH7. A panel of different E2 conjugating enzymes were tested by the in vitro ubiquitination assays. **DOI:** http://dx.doi.org/10.7554/eLife.08536.008

**Figure 3—figure supplement 2.**
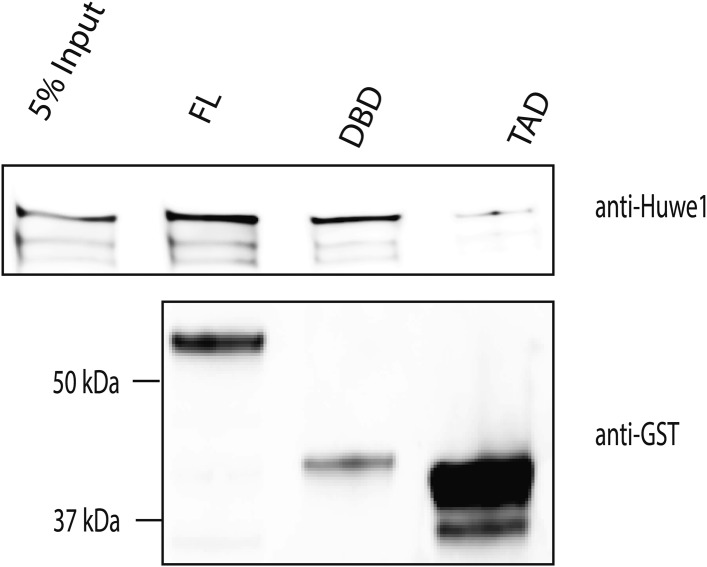
Huwe1 directly interacts with TBP in vitro. GST-tagged full length (FL) TBP, TBP C-terminal DNA binding domain (DBD) and N-terminal transactivation domain (TAD) were used to pull-down purified recombinant Huwe1 protein. Pull down materials were analyzed by western blot using anti-Huwe1 (upper panel) and anti-GST (lower panel) antibodies. **DOI:** http://dx.doi.org/10.7554/eLife.08536.009

To confirm that this ubiquitination reaction requires direct physical interaction between TBP and Huwe1, we tested whether these two proteins coprecipitate through GST pull down experiments. Indeed, purified His-Huwe1 bound to full-length TBP protein (Figure 3—figure supplement 2). Moreover, this interaction is dependent on the C-terminal DNA binding domain of TBP, which is a highly conserved and highly structured region (Figure 3—figure supplement 2).

Previous studies showed that Huwe1 contains a HECT (Homologous to the E6-AP Carboxyl Terminus) domain, which accepts ubiquitin from an E2 ubiquitin-conjugating enzyme in the form of a thioester, and then directly transfers the ubiquitin to targeted substrates (Rotin and Kumar, 2009). To confirm that the HECT domain of Huwe1 is required for its TBP ubiquitination activity, we generated two mutants of Huwe1: one with the HECT domain truncated (Δ4341–4374), the other with the active site cysteine residue mutated to serine. Both mutant proteins were purified through the same procedures as the wild type protein (Figure 3—figure supplement 1A). Neither of the mutants was able to mediate TBP ubiquitination in vitro (Figure 3B, Figure 3—figure supplement 1C). Apparently, the N-terminal region of Huwe1 outside the catalytic domain is also required for efficient TBP ubiquitination, as the homologous HECT domain from E3 ligase E6AP was unable to carry out TBP ubiquitination (Figure 3C, Figure 3—figure supplement 1D).

Having established that Huwe1 mediates TBP ubiquitination in vitro, we then asked which E2 conjugating enzymes work best with Huwe1 in this reaction. Many recent studies have revealed the importance of E2 conjugating enzymes in determining the length and topology of ubiquitin chains and hence the cellular consequences of ubiquitination (Ye and Rape, 2009). We therefore tested the ability of a panel of E2s to collaborate with Huwe1 in mediating TBP ubiquitination, and found that both the UbcH5 family E2s and UbcH7 are active in the in vitro ubiquitination assay with recombinant purified Huwe1 (Figure 3D, Figure 3—figure supplement 1E), consistent with the E2 enzymes that worked with the crude 0.3 M KCl fraction from the D52 column.

We also asked whether TBP ubiquitination has specific poly-ubiquitin chain topologies. It was shown that poly-ubiquitin chains on a substrate can be formed using any of the seven lysines in ubiquitin, and specific ubiquitin chain topologies are linked to distinct biological pathways (Komander and Rape, 2012). To map the topology, we performed in vitro TBP ubiquitination assays using ubiquitin mutants with individual lysines mutated to arginines. Strikingly, when K48R ubiquitin was used, poly-ubiquitinated TBP species were significantly diminished (Figure 3E, lane 4), suggesting that Huwe1 likely mediates K48-linked ubiquitin chain formation on TBP. Ubiquitin chains of this topology usually lead to proteasome-mediated degradation (Komander and Rape, 2012).

### Huwe1 regulates TBP protein levels in proliferating cells

Having established that Huwe1 supports TBP K48 linkage ubiquitination in vitro, we next tested whether Huwe1 regulates TBP protein levels in vivo. Knocking-down Huwe1 in 293T cells with two different shRNAs resulted in increased levels of endogenous TBP protein (Figure 4A). To determine relative TBP protein stability more quantitatively in cells, we developed an in vivo TBP half-life measurement system based on a fluorescence timer assay (Khmelinskii et al., 2012). In this assay, TBP is fused to both a monomeric red fluorescent protein (mCherry), which takes hours to complete its maturation, and a monomeric superfolder green fluorescent protein (sfGFP), which becomes fluorescent within minutes after synthesis. Due to the slow maturation rate of mCherry relative to sfGFP, the mCherry/sfGFP intensity ratio at steady state correlates with the half-life of the fusion protein, independent of the protein synthesis rate (Figure 4—figure supplement 1A). We co-transfected 293T cells with plasmids expressing Huwe1 shRNAs and TBP-mCherry-sfGFP fusion protein. Knockdown of Huwe1 by 2 independent shRNAs led to significant increases in mCherry/GFP intensity ratios, evident in both imaging and flow cytometry analysis (Figure 4B, Figure 4—figure supplement 1B). Similarly, lentivirus-mediated Huwe1 shRNA knockdown in C2C12 myoblasts leads to elevated endogenous TBP protein levels (Figure 5A). We further tested how Huwe1 affects TBP protein half-life by cycloheximide (CHX) chase experiments. Consistent with results from fluorescent timer experiments, Huwe1 knockdown by two independent shRNAs both increased TBP protein half-life in myoblasts (Figure 5—figure supplement 1). Taken together, our results strongly suggest that Huwe1 modulates TBP protein levels in living cells.

**Figure 4.**
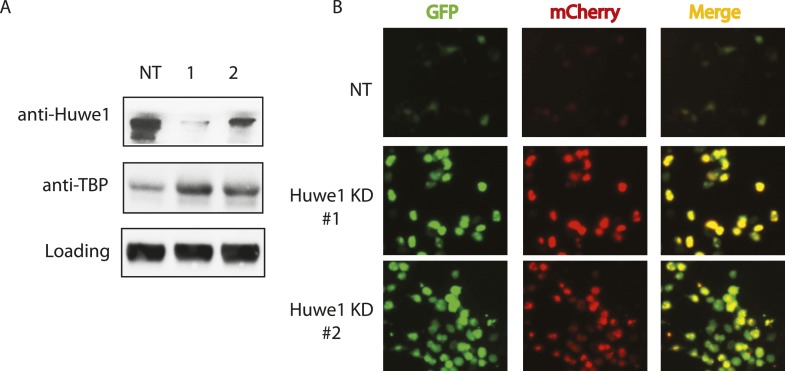
Huwe1 regulates TBP protein levels in proliferating cells. (**A**) Huwe1 knockdown increases TBP protein levels in 293T cells. Western blot analysis of whole cell extracts from control (NT) and Huwe1 knockdown 293T cells was done using antibodies against Huwe1 and TBP. In this assay, Tubulin signals were used as loading controls. (**B**) Huwe1 knockdown increases protein half-life of TBP-fluorescent-timer fusion protein. Fluorescent images of 293T cells cotransfected with a plasmid expressing the TBP-fluorescent-timer fusion protein and control pLKO.1 (NT) or two different pLKO.1 plasmids expressing shRNA against Huwe1 (Huwe1 KD#1 and Huwe1 KD#2) are taken using the same exposure time, then processed in parallel with ImageJ. **DOI:** http://dx.doi.org/10.7554/eLife.08536.010

**Figure 4—figure supplement 1.**
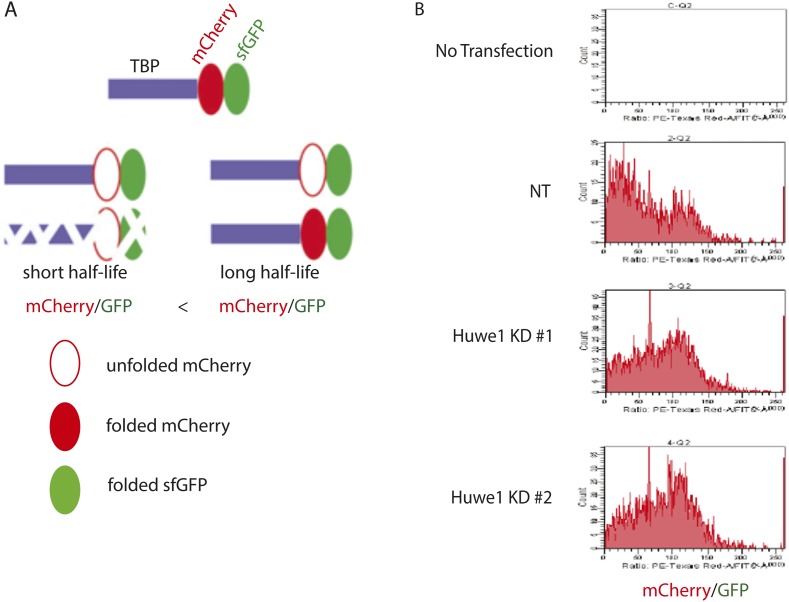
Huwe1 knockdown prolongs half-life of fluorescent-timer TBP fusion protein in 273T cells as measured by fluoresent-timer assays. (**A**) Schematic representation of the principle for fluorescent timer assay. (**B**) Fluorescent-timer TBP fusion protein exhibits higher mCherry/GFP ratio in Huwe1 knockdown 293T cells. 293T cells were cotransfected with a plasmid expressing the TBP-fluorescent-timer fusion protein and control pLKO.1 (NT) or pLKO.1 plasmid expressing shRNA against Huwe1 (Huwe1 KD#1 or Huwe1 KD#2). mCherry/GFP signal ratios in single cells were measured using DB FACSAria III Cell Sorter. **DOI:** http://dx.doi.org/10.7554/eLife.08536.011

**Figure 5.**
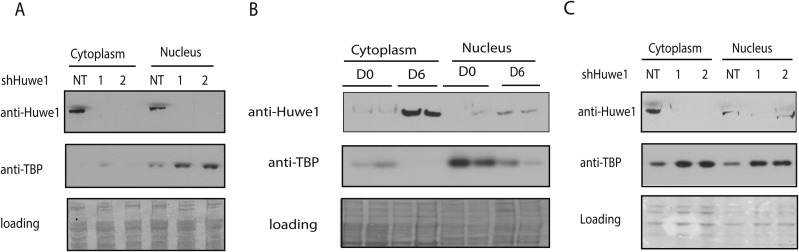
Huwe1 regulates TBP protein level in myoblasts and myotubes. (**A**) Lentivirus-mediated depletion of Huwe1 elevates TBP protein level in C2C12 myotubes. Cytoplasmic and nuclear extracts of C2C12 myoblasts infected with control (NT) lentiviruses or two different lentiviruses targeting Huwe1 (1, 2) were analyzed by western blots using antibodies against Huwe1 and TBP. Signals in Ponceus S staining were used as loading controls. (**B**) Up-regulation of Huwe1 protein levels during C2C12 differentiation. Cytoplasm and nuclear extracts of proliferating C2C12 myoblasts (D0) and differentiated C2C12 myotubes (D6) were analyzed by western blots using antibodies against Huwe1 and TBP. Signals in Ponceus S staining were used as loading controls. Results from two biological replicates are shown. (**C**) Huwe1 knockdown in differentiated myotubes partly rescues TBP protein levels. Cytoplasmic and nuclear extracts of differentiation day 8 myotubes infected with either control lentiviruses (NT) or two different lentiviruses targeting Huwe1 (1,2) were analyzed by western blots using antibodies against Huwe1 and TBP. Signals in Ponceus S staining were used as loading controls. **DOI:** http://dx.doi.org/10.7554/eLife.08536.012

**Figure 5—figure supplement 1.**
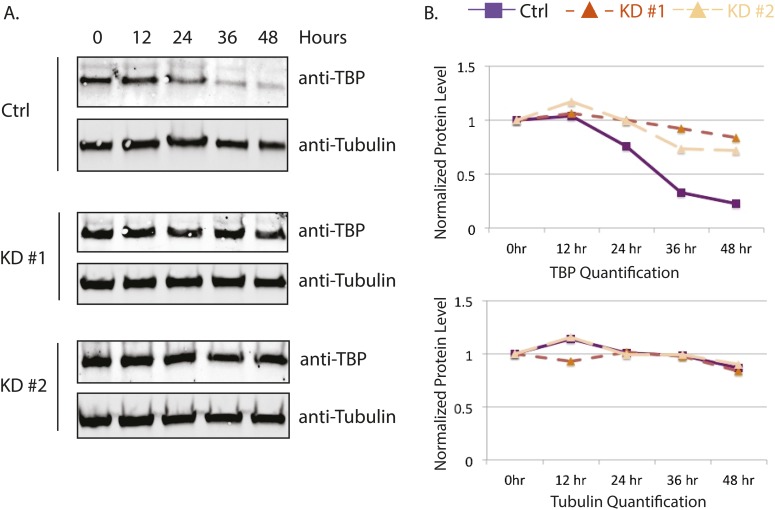
Huwe1 knockdown increases TBP protein half-life in C2C12 myoblasts. (**A**) Control and Huwe1 knockdown C2C12 myoblasts were treated with 50 μg/ml cycloheximide. Cells were collected at indicated time points and analyzed by western blot using anti-TBP and anti-Tubulin (control) antibody. (**B**) Quantification of western blots in (**A**) using ImageJ. Signal intensities were normalized to 0 time point in each blots. **DOI:** http://dx.doi.org/10.7554/eLife.08536.013

### Upregulation of Huwe1 during myogenesis promotes TBP destruction

Although our results indicated that Huwe1 regulates TBP protein levels in vivo, it remained unclear what causes the dramatic downregulation of TBP protein levels upon myogenesis. One possibility is that Huwe1 E3 ligase activities are upregulated during muscle differentiation. To test this hypothesis, we examined Huwe1 protein levels in myoblasts and myotubes. Strikingly, in contrast to dramatic decreases in TBP protein levels, Huwe1 protein levels are significantly upregulated in myotubes (Figure 5B). This observation is consistent with previously published results showing that Huwe1 transcripts are enriched in muscle tissues (Schwarz et al., 1998; Chen et al., 2005). To confirm that Huwe1 is indeed responsible for active TBP degradation in myotubes, we treated myotubes with high titer viruses expressing shRNAs against Huwe1 on differentiation Day 4. This treatment resulted in abnormal morphologies of the polynucleated myotubes (Figure 6D), accompanied by increased TBP protein levels (Figure 5C). These results support a model wherein the upregulation of Huwe1 protein levels during myogenesis likely leads to enhanced TBP ubiquitination and subsequent degradation of TBP protein.

**Figure 6.**
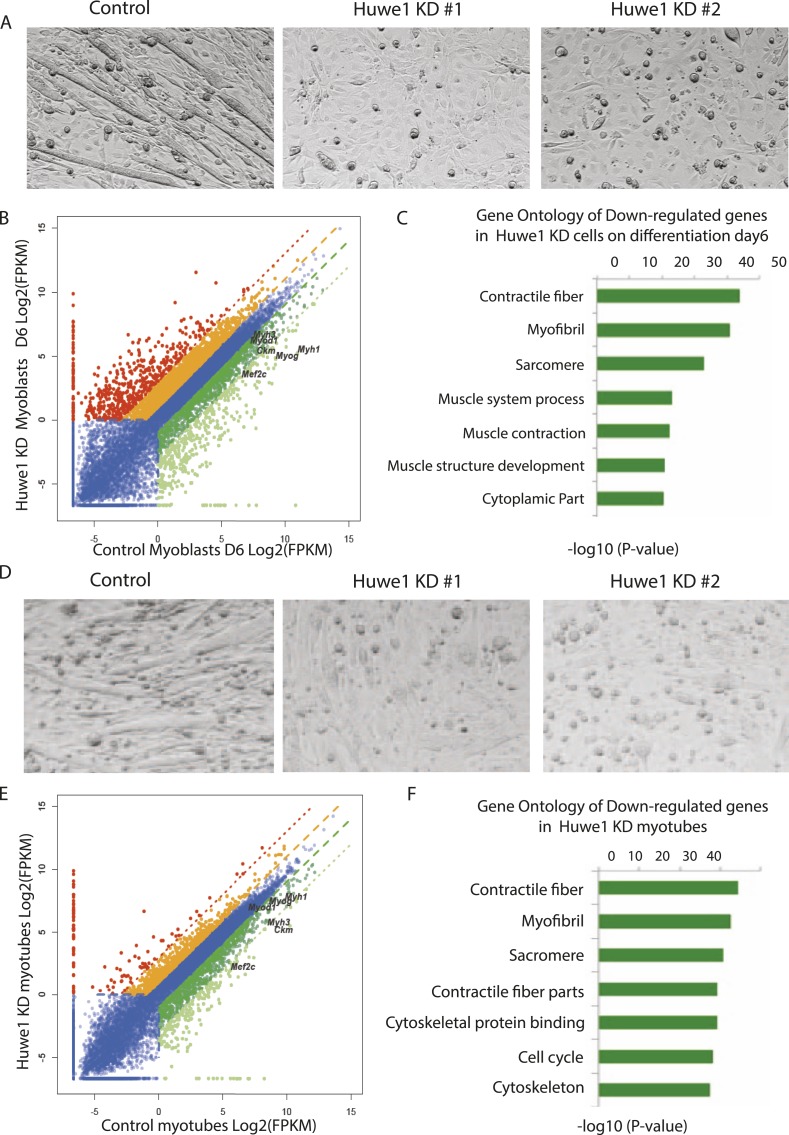
Huwe1 is required for muscle differentiation and maintenance of normal muscle morphologies. (**A**) Huwe1 knockdown impaired C2C12 differentiation efficiency. Shown are phase contrast images of control and Huwe1 knockdown C2C12 myoblasts after 6 days of differentiation in 2% horse serum. (**B**) Muscle marker genes were not efficiently induced in Huwe1 knockdown C2C12 cells after 6 days of differentiation. Differential gene expression analysis was used to characterize the effects of Huwe1 knockdown on muscle differentiation using mRNA-seq data. The log2 scale values of fragments per kilobase per million (FPKM) for genes in both control and Huwe1 knockdown samples are plotted in the graph. Dark green, twofold down; light green, eightfold down; orange, twofold up; red, eightfold up. (**C**) Goseq gene ontology analysis of genes down-regulated in Huwe1 knockdown samples. The list shows top categories ranked by p-value. (**D**) Knockdown of Huwe1 in differentiated muscle cells affected normal muscle morphology. Shown are phase contrast images of control and Huwe1 knockdown C2C12 myotubes. (**E**) Huwe1 knockdown in terminally differentiated myotubes reduced transcription levels of muscle marker genes. Differential gene expression analysis to characterize the effects of Huwe1 knockdown in terminally differentiated muscle cells using mRNA-seq data. Figure was labelled the same way as (**B**). (**F**) Goseq gene ontology analysis of genes down regulated by Huwe1 knockdown in myotubes. List showes top categories ranked by p-value. **DOI:** http://dx.doi.org/10.7554/eLife.08536.014 10.7554/eLife.08536.015Figure 6—source data 1.Differentiation gene expression analysis of control and Huwe1 knockdown C2C12 cells on differentiation Day 6 by RNA-seq.**DOI:** http://dx.doi.org/10.7554/eLife.08536.015 10.7554/eLife.08536.016Figure 6—source data 2.Differentiation gene expression analysis of control and Huwe1 knockdown myotubes on differentiation Day 8 by RNA-seq.**DOI:** http://dx.doi.org/10.7554/eLife.08536.016 10.7554/eLife.08536.017Figure 6—source data 3.Differentiation gene expression analysis of control and Huwe1 knockdown C2C12 cells on differentiation Day 0 by RNA-seq.**DOI:** http://dx.doi.org/10.7554/eLife.08536.017

**Figure 6—figure supplement 1.**
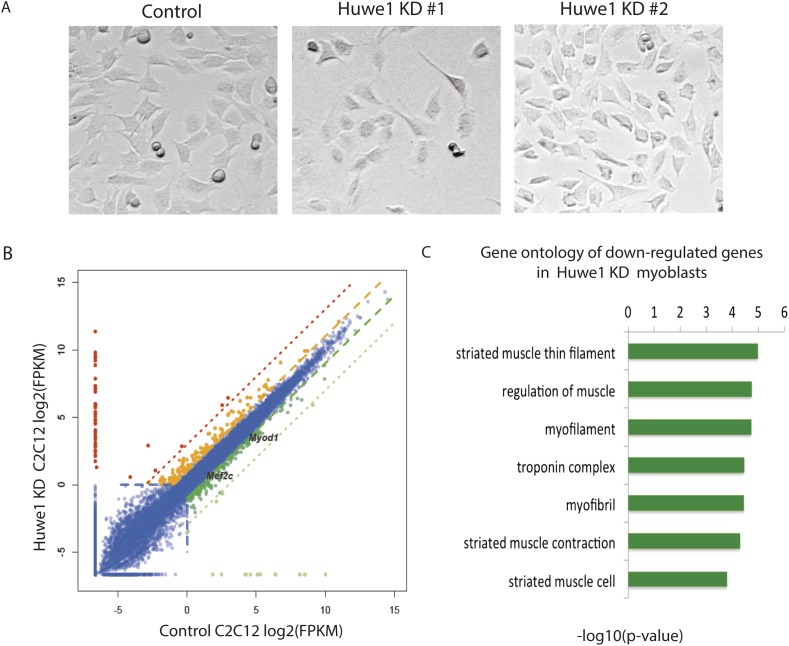
Huwe1 knockdown causes modest changes in the transcriptional program of C2C12 myoblasts. (**A**) Huwe1 knockdown C2C12 myoblasts did not exhibit significant morphological differences compared to control C2C12 s when cultured in proliferation medium (10% FBS). (**B**) Huwe1 knockdown results in modest changes in the transcriptional program of C2C12 myoblasts. Differential gene expression analysis was used to characterize the effects of Huwe1 knockdown in proliferating myoblasts using mRNA-seq data. The log2 scale values of fragments per kilobase per million (FPKM) for genes in both WT and Huwe1 knockdown samples are plotted in the graph. Dark gene, twofold down; light green, eightfold down; orange, twofold up; red, eightfold up. (**C**) Goseq gene ontology analysis of genes affected by knockdown of Huwe1 using RNA-seq data. Enriched gene categories obtained are ranked by p-value. **DOI:** http://dx.doi.org/10.7554/eLife.08536.018

**Figure 6—figure supplement 2.**
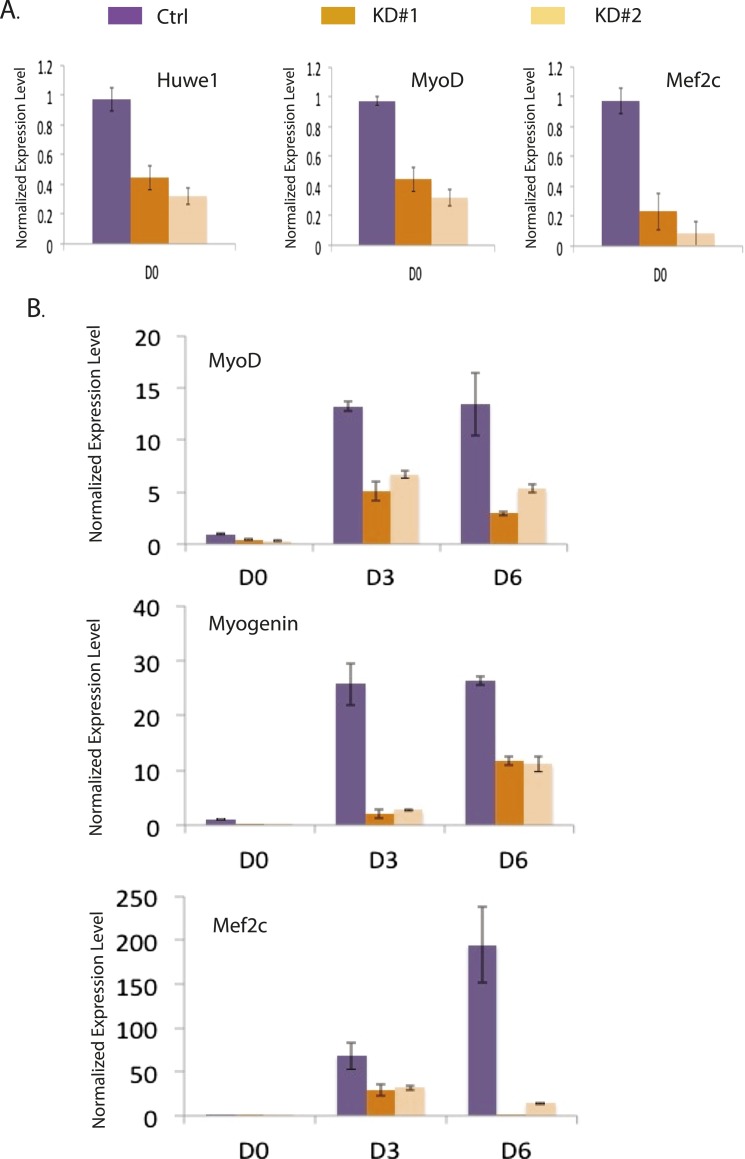
Huwe1 knockdown inhibits the induction of master myogenic factors during C2C12 differentiation. (**A**) *Huwe1*, *Myod1* and *Mef2c* mRNA levels in control and two different Huwe1 knockdown C2C12 myoblast lines were analyzed by RT-qPCR and normalized to *Gapdh*. Shown are values relative to control cells and from representative experiments; error bars represent standard deviation (n = 3). (**B**) *Myod1, Myogenin* and *Mef2c* mRNA levels in control and two different Huwe1 knockdown C2C12 lines during differentiation were analyzed by RT-qPCR and normalized to *Gapdh*. Shown are values relative to control cells on differentiation Day 0 (D0) and from representative experiments; error bars represent standard deviation (n = 3). **DOI:** http://dx.doi.org/10.7554/eLife.08536.019

### Huwe1 is required for muscle differentiation and maintenance of normal muscle morphologies

Based on the observations that Huwe1 regulates TBP protein levels in both proliferating and differentiated muscle cells and that Huwe1 protein levels increase during myogenesis, we investigated the effects of Huwe1 knockdown on C2C12 myoblast proliferation and differentiation. When cultured in proliferation medium, the Huwe1 knockdown cells are morphologically similar to control cells (Figure 6—figure supplement 1A). 

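RNA from C2C12 mouse myoblasts in proliferation medium, on day 0 of differentiation, was compared between 1 control library and 2 Huwe1 knockdown libraries, each made with its own shRNA. The sample labels call this control wild type, and the hairpin sequences they give for day 0 and day 6 are not the ones listed in the methods, although each of them matches Huwe1 transcripts and no other gene. The authors purified mRNA on oligo(dT) beads, prepared the libraries with the ScriptSeq v2 kit, sequenced them on a HiSeq 2000, mapped the reads with Tophat and compared the groups with Cuffdiff. Their deposited table lists 23417 genes with 1 FPKM value per condition, so that the 2 knockdown libraries are pooled in 1 column and no difference below has a replicate check. The table holds no read totals. From the steps between its lowest FPKM values, which show what 1 fragment is worth, the control library was estimated at 21800000 fragments, while the pooled column could not be estimated in this way. Fold changes were computed as the log2 ratio of knockdown to control FPKM with 0.01 added to each value, a scale that slightly understates the change of genes with low values, over the 10874 genes with at least 1 FPKM in at least 1 column. Huwe1 itself, on chromosome X from 151803282 to 151935417 in coordinates that match mouse build GRCm38, fell from 38.3 to 15.2 FPKM, a log2 ratio of -1.33, and its q-value in the authors' deposited table is 0.0139. In all, 184 genes were at least 2-fold lower and 207 at least 2-fold higher in the knockdown. With a minimum of 5 FPKM in place of 1 FPKM, these counts were 90 and 117. Under either minimum they include 9 lower and 23 higher entries above 32 FPKM in 1 column and listed at 0 in the other. The authors' deposited table calls 76 genes at a q-value under 0.05, of which 44 were lower. The largest called changes were ranked among genes with at least 10 FPKM in 1 column and at least 1 FPKM in both. They were the decreases of Igfbp2 (log2 ratio -3.18), Igfbp5 (-1.93) and Actn3 (-1.71) and the increases of Ptgs2 (2.27), Serpinb2 (2.24) and Mt2 (2.21).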

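Lists of cell cycle and housekeeping genes were drawn up by hand, and the median log2 ratio of each list was ranked among 10000 random lists of the same size and similar mean expression, as a description of these libraries. None of the 43 expressed S phase genes, 54 G2 and M phase genes and 32 housekeeping genes changed 2-fold in either direction, and the authors' deposited table calls none of them at a q-value under 0.05. The S phase list had a median log2 ratio of 0.17, at percentile 99.98 of the random lists, with 36 of its genes higher in the knockdown. The G2 and M phase list had a median of 0.15, at percentile 99.92, with 40 of its genes higher. Both medians were small and lay above nearly every random list. The housekeeping list had a median of -0.02, at percentile 17.5, and ranged from -0.77 for Cyc1 to 0.46 for Tfrc. Gapdh, at 717 FPKM in the control, had a log2 ratio of -0.10. Cdc6, the cell cycle gene named by the paper, had 12.9 FPKM in the control and 13.1 in the knockdown.

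**Figure D1:**
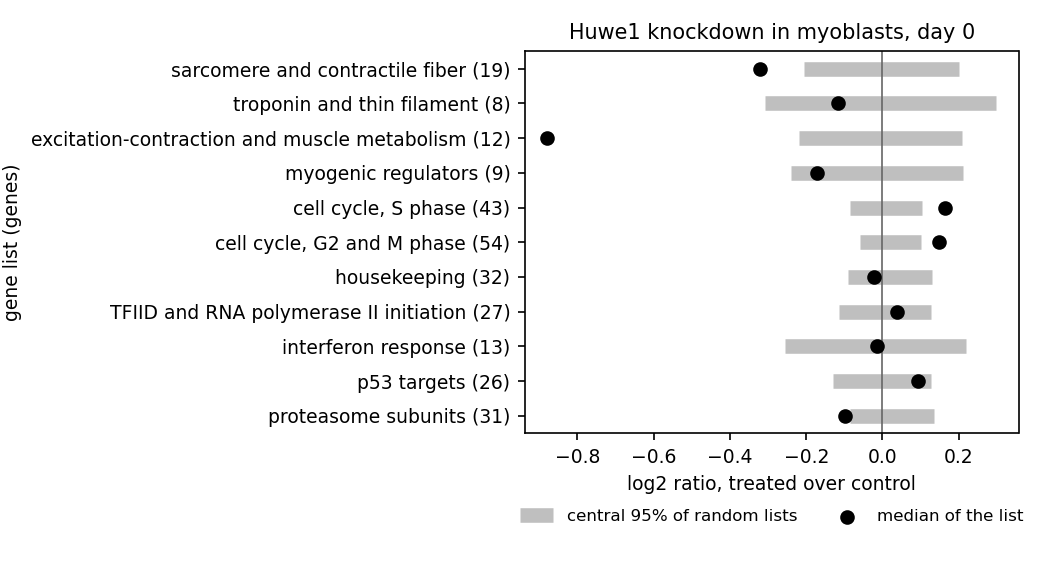
Median log2 ratio of knockdown to control FPKM at day 0 for 11 gene lists (points), with the number of expressed genes in each list. Gray bars span the central 95% of the medians of 10000 random lists, and the points of the S phase and the G2 and M phase lists lie to the right of their bars, with those of the sarcomere, the excitation-contraction and the proteasome lists to the left.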

Consistent with this observation, genome-wide transcriptome analysis revealed no significant gene expression changes for cell-cycle and house-keeping genes upon Huwe1 knockdown in C2C12 cells (Figure 6—figure supplement 1B; Figure 6—source data 3). However, it is worth noting that two important myogenic regulator genes, *Myod1* and *Mef2c*, showed a ∼twofold decrease in expression levels in Huwe1 knockdown cells (Figure 6—figure supplement 1B). 

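Myod1, on chromosome 7 from 46376474 to 46379092, fell from 21.7 FPKM in the control to 9.30 FPKM in the knockdown at day 0. This is a 2.34-fold decrease, and the q-value in the authors' deposited table is 0.0238. Mef2c, on chromosome 13 from 83504034 to 83667079, fell from 2.59 to 1.33 FPKM, a log2 ratio of -0.95. Its q-value in the authors' deposited table is 0.501, so it is not among the called genes. The paper also measured Mef2c by RT-qPCR in knockdown myoblast lines, and those data were not re-analysed here. The Mef2c values are low, and with a pseudocount of 1 in place of 0.01 its decrease was 1.54-fold. Over the 9 expressed genes of a list of myogenic regulators, 8 were lower, with a median log2 ratio of -0.17 at percentile 7.34 of the random lists.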

We next performed myogenic differentiation experiments to evaluate the lineage commitment potential of Huwe1 depleted myoblasts. Interestingly, Huwe1 knockdown cells failed to differentiate into polynucleated myotubes efficiently even after 6 days of differentiation (Figure 6A). Consistent with this phenotypic observation, the induction of several master myogenic regulators (*Myod1*, *Myog* and *Mef2c*) was inhibited in the Huwe1 knockdown cells during differentiation (Figure 6—figure supplement 2). To gain more information about potential changes in transcription between control and Huwe1 knockdown cell populations, we compared gene expression profiles of these two cell types by RNA-seq analysis. 

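For the comparison at day 6 of differentiation, 1 control library and 2 Huwe1 knockdown libraries were sequenced and processed as at day 0, and the deposited table again pools the knockdown libraries into 1 FPKM column. The control library was estimated at 29900000 fragments. Over 11695 genes with at least 1 FPKM in either column, Huwe1 fell from 35.1 to 21.9 FPKM, a log2 ratio of -0.68 that the authors' deposited table does not call (q-value 0.108). A total of 1571 genes were at least 2-fold lower and 2061 at least 2-fold higher, and 380 and 553 of them, respectively, changed at least 8-fold. When at least 1 FPKM was required in both columns, the higher genes numbered 1284. The authors' deposited table calls 3843 genes at a q-value under 0.05, of which 1721 were lower. The only measure of how far control cultures differ is a second day 6 control, in the table of the USP10 experiment, which was normalized separately. After centring on the median gene, the log2 ratios between these 2 control columns had a robust SD of 0.63, and 19.9% of genes differed at least 2-fold. Between knockdown and control the robust SD was 0.87, and without centring 31.1% of genes differed at least 2-fold. Under the ranking limits given for day 0, the largest called decreases were those of Cd24a (log2 ratio -7.17), Cap2 (-7.12) and Nrap (-6.80). The largest called increases under these limits were those of Dcn (8.55), Ly6a (7.84) and Cd34 (6.50). Serpinb9b (8.04), Mgam (7.60) and Elmo1 (6.55) are called as well, but had under 1 FPKM in the control.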

Differential gene expression followed by gene ontology analysis revealed that many genes critical for muscle development have lower expression levels in Huwe1 knockdown cells (*e.g., Myod1*, *Myog*, *Mef2a*, *Mef2c*, *Ckm* and *Myh3*) on differentiation Day 6 (Figure 6B,C; Figure 6—source data 1), suggesting the functional importance of Huwe1 during in vitro muscle differentiation. 

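At day 6, Myod1 fell from 154.8 FPKM in the control to 62.6 in the knockdown (log2 ratio -1.30), and Myog, on chromosome 1 from 134290004 to 134292548, fell from 619 to 27.1 FPKM (log2 ratio -4.51). The log2 ratio was -1.36 for Mef2a and -3.25 for Mef2c. Ckm fell from 219 to 36.2 FPKM (log2 ratio -2.60). Myh3 fell from 616 to 86.2 FPKM (log2 ratio -2.84), a value that is uncertain because reads could be shared with the neighbouring myosin heavy chain genes of chromosome 11. The authors' deposited table calls all 6 genes at a q-value under 0.05. Between the control columns of the 2 day 6 tables, Myog differed by 2.03-fold, Ckm by 2.80-fold, Mef2a by 2.69-fold and Myod1 by 1.85-fold, so the 2.57-fold decrease of Mef2a was no larger than the difference between controls, while the 2.47-fold decrease of Myod1 was larger. Of 48 expressed sarcomere and contractile fiber genes, 47 were lower, with a median log2 ratio of -2.87, below all random lists. The exception, Xirp2, is listed at 0 in the control with a failed estimate. The troponin and thin filament list had a median of -3.13 and the list for excitation-contraction coupling and muscle metabolism one of -2.65, both below all random lists. The 13 myogenic regulators had a median of -1.56, with 12 of them lower. From these decreases and its gene ontology analysis, the paper proposes that Huwe1 is functionally important during in vitro muscle differentiation.

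**Figure D2:**
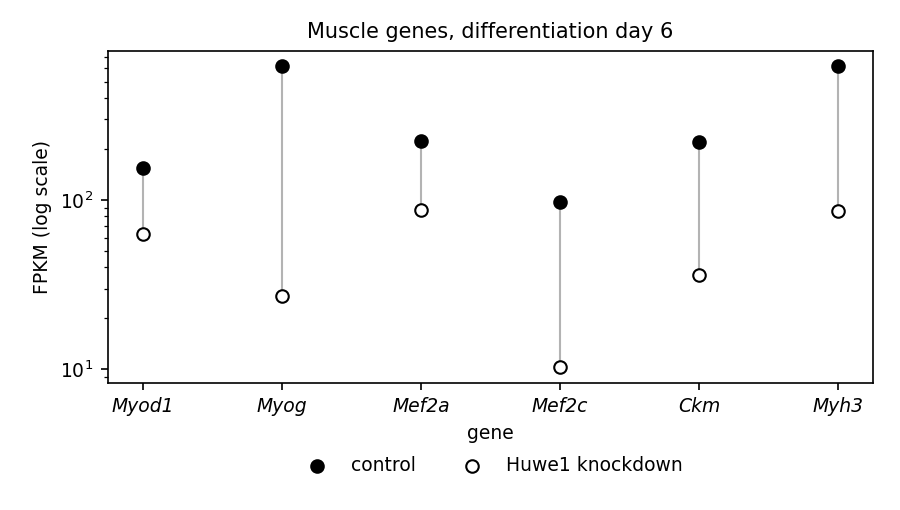
FPKM on a log scale of 6 muscle genes at day 6 in the control (filled) and in the pooled Huwe1 knockdown libraries (open), 1 value per condition. The open point lies below the filled point for each gene.

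**Figure D3:**
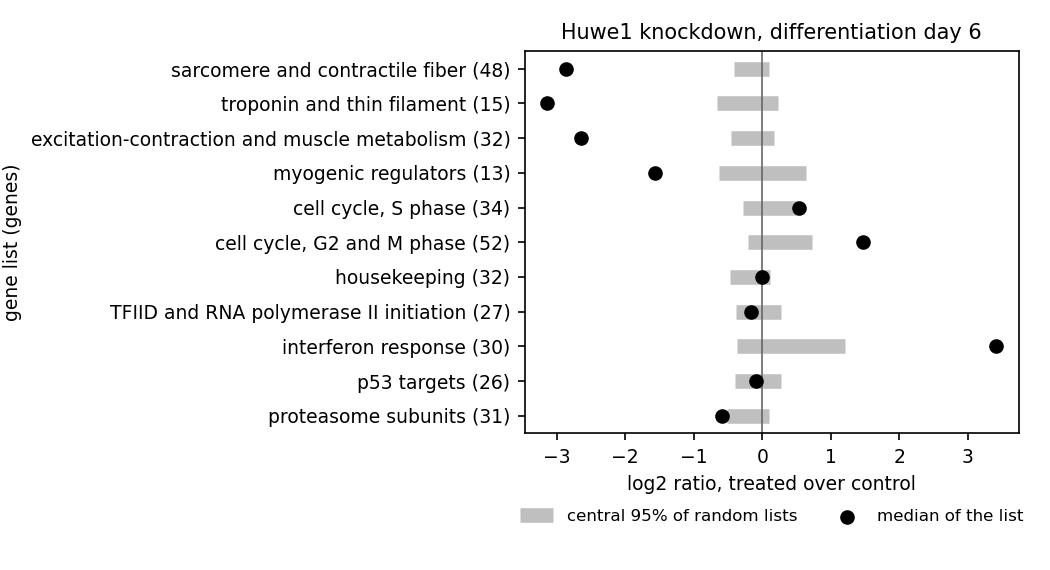
Median log2 ratio of knockdown to control FPKM at day 6 for 11 gene lists (points), with the number of expressed genes in each list and gray bars for the central 95% of random lists. The 4 muscle lists and the proteasome list lie to the left of their bars, and the S phase, the G2 and M phase and the interferon response lists to the right.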

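Myotubes were infected with lentiviruses on day 4 of differentiation and collected on day 8, and the RNA-seq comparison holds 1 control library and 2 Huwe1 knockdown libraries, made with the hairpins that the methods list. The labels name a non-targeting RNA for this control, while the deposited table and the methods call it wild type. The libraries were made and compared as for the myoblasts, with the 2 knockdown libraries in 1 FPKM column. The control library was estimated at 18100000 fragments. Huwe1 mRNA had 55.4 FPKM in control and 33.0 FPKM in knockdown myotubes (log2 ratio -0.75, q-value 0.00253 in the authors' deposited table). Of 11755 genes with at least 1 FPKM in either column, 1180 were at least 2-fold lower and 928 at least 2-fold higher. Under a minimum of 5 FPKM, 771 and 502 genes passed these thresholds. Without centring, 17.9% of the 11755 genes differed at least 2-fold, with a robust SD of 0.60. The only such values between controls come from the 2 day 6 tables, 19.9% and 0.63 after centring. By these measures the spread was no broader than that between controls. The authors' deposited table calls 4252 genes at a q-value under 0.05, with 2321 lower, and 1927 of its calls differ at least 2-fold. Under the same ranking limits, the largest called decreases were those of Myh4 (log2 ratio -5.15, with the same uncertainty between myosin heavy chain genes), Tceal7 (-4.86) and Alox5 (-4.80). The largest called increases under these limits were those of Clu (4.13), Thbd (4.01) and Mt2 (3.84).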

We further tested this notion by directly knocking down Huwe1 in differentiated myotubes. Loss of Huwe1 induced abnormal morphological changes of myotubes (Figure 6D). Consistent with these morphological changes, differential gene expression followed by gene ontology analysis revealed that many genes (*e.g., Myog*, *Mef2a*, *Mef2c, Ckm* and *Myh3*) important for muscle development are downregulated in Huwe1 depleted myotubes (Figure 6E,F; Figure 6—source data 2).

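In myotubes collected on day 8, Myog fell from 392 FPKM in the control to 148 in the knockdown (log2 ratio -1.41) and Mef2a from 129 to 49.7 FPKM (log2 ratio -1.38). Mef2c fell from 48.6 to 3.99 FPKM (log2 ratio -3.60) and Ckm from 306 to 37.2 FPKM (log2 ratio -3.04). Myh3, with the limit given for myosin heavy chain genes, fell from 1218 to 45.4 FPKM (log2 ratio -4.74). Each of these 5 genes has a q-value of 0.00037 in the authors' deposited table. Myod1 had a log2 ratio of -0.25 and is not called there (q-value 0.312). Of 49 expressed sarcomere and contractile fiber genes, 46 were lower and 42 at least 2-fold lower, with a median log2 ratio of -2.00, below all random lists. The medians of the thin filament list (-2.09) and of the list for excitation-contraction coupling (-1.82) also lay below all random lists. The myogenic regulators had a median of -0.80, at percentile 0.05. The cell cycle lists were lower as well in these myotubes, with medians of -1.02 for S phase and -2.65 for G2 and M phase. This may come from the control. Across separately normalized tables, the G2 and M phase list was higher in the day 8 than in the day 6 control (median log2 ratio 3.82). Between the knockdown columns of these days it hardly differed (-0.07). The housekeeping list had a median of -0.36, at percentile 13.9. From the decreases of muscle genes, which the paper sets beside the altered shape of the myotubes, it states that the knockdown lowers the expression of many genes with a part in muscle development.

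**Figure D4:**
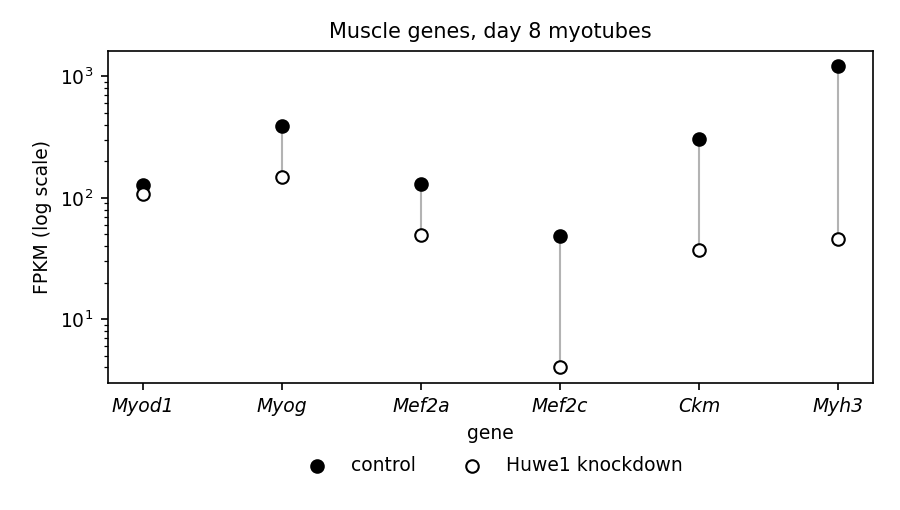
FPKM on a log scale of 6 muscle genes in day 8 myotubes, in the control (filled) and in the pooled Huwe1 knockdown libraries (open), 1 value per condition. Myod1 shows the smallest distance between its points.

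**Figure D5:**
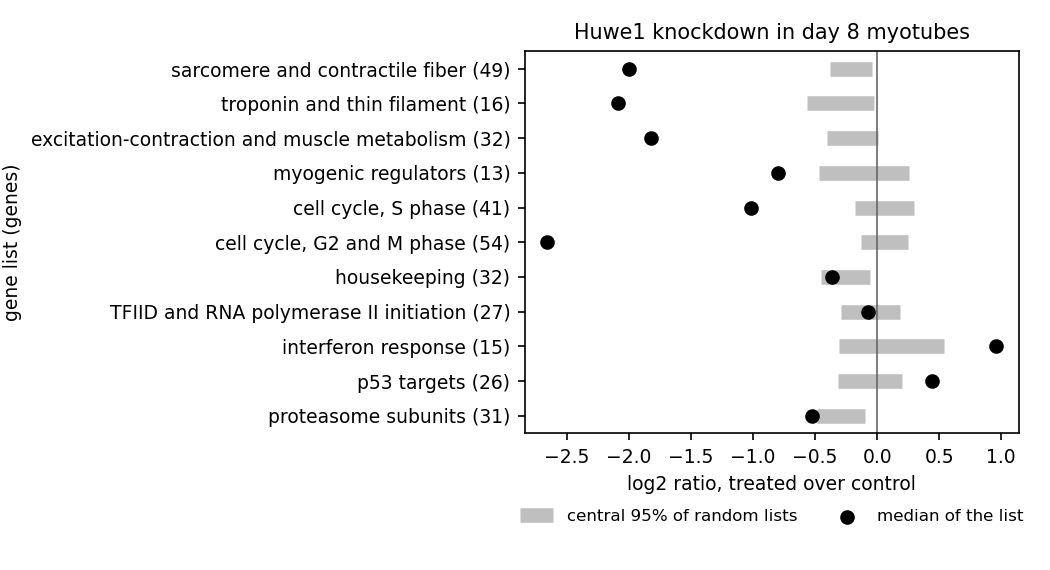
Median log2 ratio of knockdown to control FPKM in day 8 myotubes for 11 gene lists (points), with gray bars for the central 95% of random lists. The muscle, cell cycle and proteasome lists lie to the left of their bars, and the interferon response and p53 target lists to the right.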

### Deubiquitinase USP10 protects TBP from degradation, and downregulation of USP10 is important for myogenesis

In C2C12 myoblasts, TBP protein is present at substantial levels despite the presence of Huwe1 E3 ligase. We therefore reasoned that there must be activities in these cells that may be antagonizing the ubiquitination of TBP by Huwe1 and thereby protect it from degradation. Interestingly, a previous study reported that in *Saccharomyces cerevisiae*, Ubp3 deubiquitinates Tbp1 both in vivo and in vitro and prevents Tbp1 from proteasome-mediated degradation (Chew et al., 2010). A protein sequence homology comparison suggests that ubiquitin-specific protease 10 (USP10) is the likely mammalian homolog of Ubp3 (Cohen et al., 2003). To test whether USP10 deubiquitinates and stabilizes TBP in mammalian cells, we overexpressed USP10 in 293T cells and monitored TBP ubiquitination levels in these cells. Strikingly, overexpression of USP10 significantly inhibited TBP ubiquitination (Figure 7A). To test whether USP10 deubiquitinates TBP through direct protein–protein interactions, we used HA-TBP to co-IP with Flag-USP10 co-expressed in 293T cells. Our experiment revealed that TBP can co-immunoprecipitate with USP10 (Figure 7B). Importantly, both western blot and flow cytometry analysis confirmed modestly increased TBP protein levels in a C2C12 stable cell line overexpressing USP10 (Figure 7C, Figure 7—figure supplement 1A). Moreover, cycloheximide chase experiments (CHX) revealed that USP10 overexpression increased TBP protein half-life in C2C12 myoblasts(Figure 7—figure supplement 2) . These results suggest that USP10-mediated TBP deubiquitination might also contribute to regulating TBP levels during myogenesis. To further test this possibility, we compared the protein levels of USP10 before and after myotube differentiation. Interestingly, similar to TBP, the protein levels of USP10 decrease during in vitro muscle differentiation (Figure 7D). We then examined whether increasing USP10 protein levels in post mitotic myotubes can rescue TBP protein levels. To do this, we generated a stable cell line with an inducible USP10 transgene. Upon addition of the inducer (cumate), USP10 can be induced to higher levels in both myoblasts and myotubes (Figure 7E). USP10 overexpression in myotubes resulted in higher levels of TBP protein (Figure 7E). To probe whether UPS10 downregulation during myogenesis is of functional significance, we evaluated the differentiation potential of the C2C12 cell line overexpressing USP10. These cells failed to differentiate into polynucleated myotubes in differentiation medium (Figure 7F). 

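RNA from the C2C12 line overexpressing USP10 was sequenced at day 6 of differentiation as 1 library, and the deposited table sets it against 1 control column. That control differs from the day 6 control of the Huwe1 experiment, and the sample labels do not show which library it was made from. It was estimated at 7820000 fragments and the USP10 library at 27700000, so that 1 FPKM on a transcript of 2000 bases corresponds to about 15.6 fragments in the control. Usp10 rose from 10.3 to 38.3 FPKM (log2 ratio 1.89), which the authors' deposited table does not call (q-value 0.408). In separately normalized tables, Usp10 had 35.4 FPKM in the Huwe1 knockdown at day 6 and 68.5 FPKM in the day 0 control. The mRNA level alone therefore does not show overexpression. The paper measured USP10 protein by western blot in myoblasts of its overexpressing line. Among 11482 genes with at least 1 FPKM in either column, 1153 were at least 2-fold lower and 1114 at least 2-fold higher. When at least 1 FPKM was required in both columns, these counts were 669 and 741. After centring on the median gene, 19.6% of the 11482 genes differed at least 2-fold, with a robust SD of 0.59. Between the control columns of the 2 day 6 tables these values were 19.9% and 0.63. By these measures the spread was no broader than that between controls. The authors' deposited table calls 64 genes at a q-value under 0.05, with 36 lower, although this comparison has 1 library on each side. Under the same ranking limits, the largest called decreases were those of the myosin heavy chain genes Myh8 (log2 ratio -6.83), Myh7 (-6.74) and Myh1 (-6.11). These are uncertain as near copies of each other. The largest called increases under these limits were those of Serpinb9b (5.54), Mgam (5.23) and Elmo1 (4.86).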

Consistent with this observation, transcriptome analysis revealed that several important myogenic markers (e.g., *Myod1*, *Myog*, *Myh3* and *Ckm*) failed to be induced in cells overexpressing USP10 even on differentiation Day 6 (Figure 7—figure supplement 1B). 

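In the line overexpressing USP10, Myog had 28.8 FPKM at day 6 against 305 in the control (log2 ratio -3.40, q-value 0.0126 in the authors' deposited table). Myh3 fell from 676 to 72.9 FPKM (log2 ratio -3.21), with the same limit for myosin heavy chain genes, and its q-value in the authors' deposited table is 0.438. Ckm fell from 78.1 to 16.2 FPKM (log2 ratio -2.27, q-value 0.309 in the authors' deposited table). Myod1 fell from 83.5 to 50.4 FPKM. Its log2 ratio of -0.73 is a 1.66-fold decrease, smaller than the 1.85-fold difference between the control columns of the 2 day 6 tables, and the q-value in the authors' deposited table is 0.999. In the day 0 control, whose table was normalized separately, Myog had 0.164 FPKM, Myh3 0.0795 FPKM and Myod1 21.7 FPKM, and Ckm is listed at 0. The sarcomere and contractile fiber list had a median log2 ratio of -2.78 over 48 genes, of which 47 were lower, and the thin filament list had a median of -2.06. Excitation-contraction coupling genes had a median of -2.01. All 3 medians lay below all random lists. The myogenic regulators had a median of -0.99, at percentile 0.01. The housekeeping list had a median of 0.14, at percentile 57.0. From these low marker levels, the lack of polynucleated myotubes and its protein data, the paper proposes that lower USP10 and higher Huwe1 act together on the degradation of TBP in myogenesis.

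**Figure D6:**
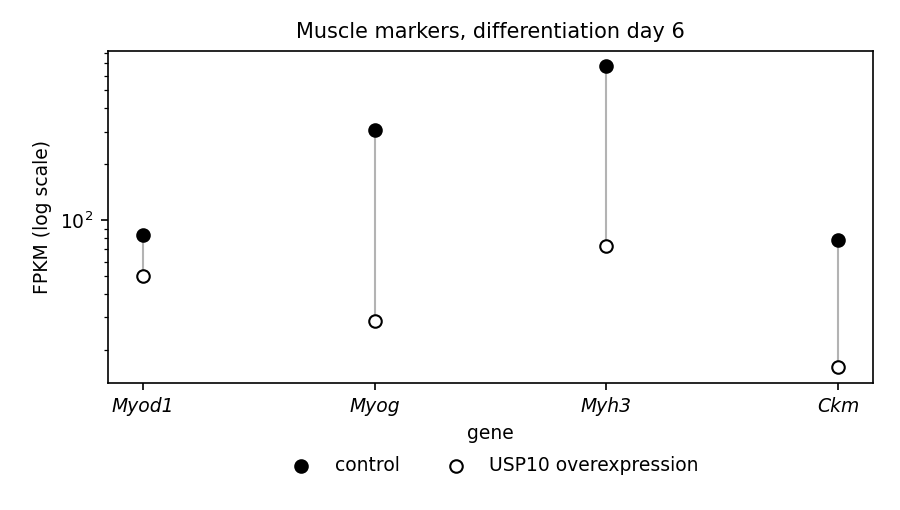
FPKM on a log scale of 4 muscle markers at day 6 in the control (filled) and in the line overexpressing USP10 (open), 1 library per condition. Myod1 shows the smallest distance between its points.

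**Figure D7:**
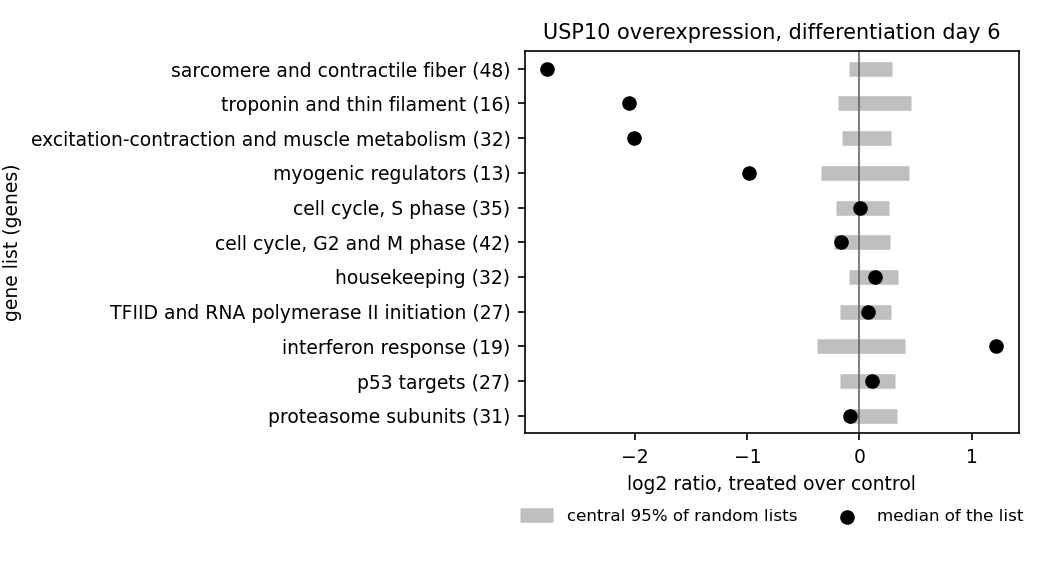
Median log2 ratio of USP10 overexpression to control FPKM at day 6 for 11 gene lists (points), with gray bars for the central 95% of random lists. The muscle lists lie to the left of their bars and the interferon response list to the right.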

Taken together, our results suggest that a combination of Huwe1 upregulation and USP10 downregulation may be important for modulating TBP degradation during myogenesis.

**Figure 7.**
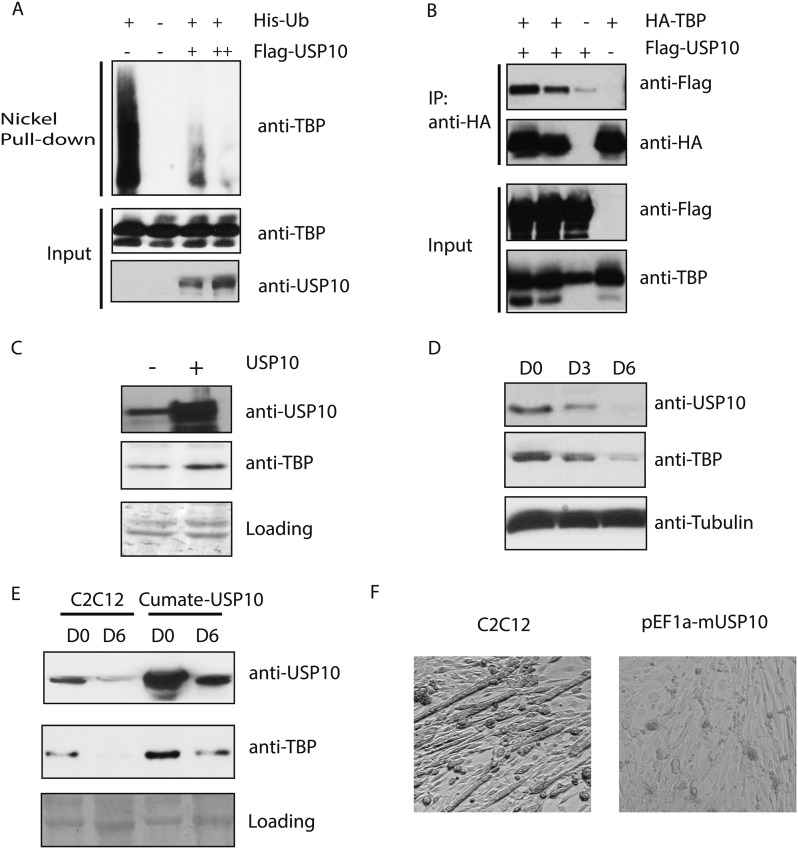
Ubiquitin-specific protease 10 (USP10) regulates TBP protein level during myogenesis. (**A**) USP10 overexpression inhibits TBP ubiquitination in vivo. 293T cells were transfected with indicated plasmids as well as a plasmid expressing HA-TBP. Ubiquitin conjugates were purified using Ni-NTA resin under denatured conditions from MG132 treated cells, then subjected to western blot analysis using anti-TBP antibody. Input lysates (1%) are analyzed using antibodies against TBP and USP10. (**B**) USP10 interacts with TBP. Coimmunoprecipitation using antibodies against HA epitope was performed in 293T cell lysates transfected with indicated plasmids. Input (5%) and precipitated proteins were analyzed using antibodies as indicated. (**C**) USP10 overexpression results in modest increases of TBP protein levels in C2C12 myoblasts. Western blot analysis of whole cell extracts from control or USP10 overexpressing C2C12 myoblasts (stable cell line) were done using antibodies against USP10 and TBP. Signals in Ponceau S staining were used as loading controls. (**D**) USP10 protein level decreases during C2C12 differentiation. Whole cell extracts of myoblasts (D0) and myotubes on differentiation Day 3 (D3) and Day 6 (D6) were analyzed by western blots using antibodies against USP10, TBP and tubulin. (**E**) Induction of USP10 rescues TBP protein levels in differentiated myotubes. Whole cell extracts from myoblasts (D0) and myotubes (D6) of control and *Usp10* inducible (Cumate-USP10) C2C12 cells incubated with 10X cumate solution were analyzed by western blot using antibodies against USP10 and TBP. Signals in Ponceau S staining were used as loading controls. (**F**) USP10 overexpression inhibits C2C12 myoblasts differentiation. Shown are phase contrast images of control and USP10 overexpressing C2C12 myoblasts after 6 days of differentiation. **DOI:** http://dx.doi.org/10.7554/eLife.08536.020 10.7554/eLife.08536.021Figure 7—source data 1.**DOI:** http://dx.doi.org/10.7554/eLife.08536.021

**Figure 7—figure supplement 1.**
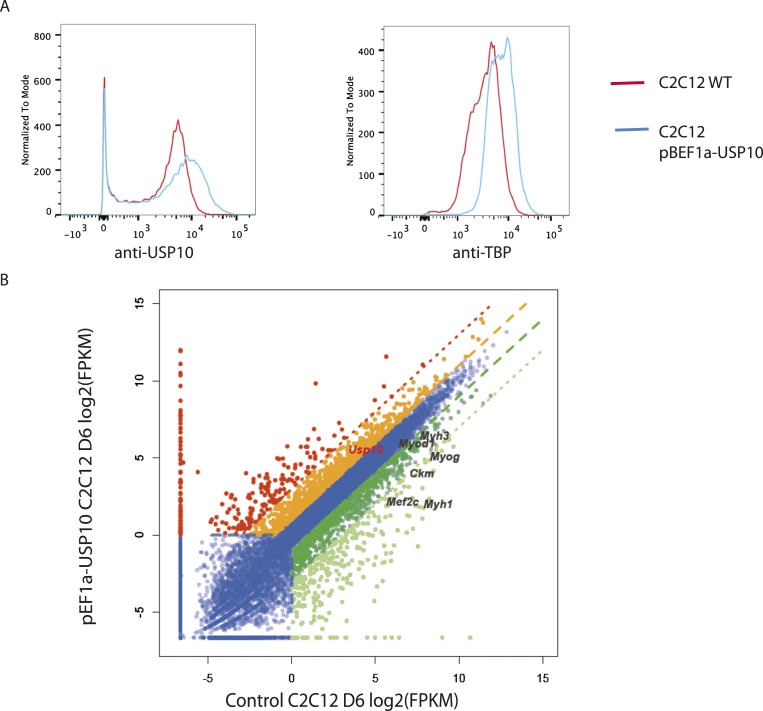
USP10 overexpression elevates TBP protein levels and impairs differentiation capacity. (**A**) USP10 overexpression increases TBP protein level. Wild type and USP10 overexpressing C2C12 (stable cell line) were double-stained using rabbit anti-USP10 and mouse anti-TBP primary antibodies, followed by incubation with Dylight594 goat-anti-rabbit and Dylight488 goat-anti-mouse secondary antibodies. Fluorescent intensities were then analyzed by DB FACSAria III Cell Sorter. (**B**) Muscle marker genes were not efficiently induced in USP10 overexpressing C2C12 cells after 6 days of differentiation. Differential mRNA-seq gene expression analysis was used to characterize the effects of USP10 overexpression upon C2C12 differentiation. The log2 scale values of fragments per kilobase per million (FPKM) for genes in both WT and USP10 overexpressed differentiation Day 6 samples are plotted in the graph. Dark gene, twofold down; light green, eightfold down; orange, twofold up; red, eightfold up. **DOI:** http://dx.doi.org/10.7554/eLife.08536.022

**Figure 7—figure supplement 2.**
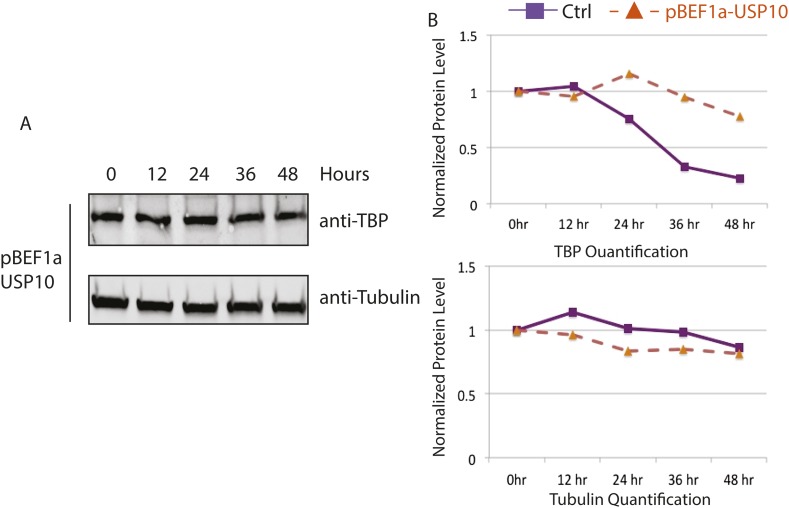
USP10 overexpression increases TBP protein half-life in C2C12 myoblasts. (**A**) USP10 overexpressing C2C12 myoblasts were treated with 50 μg/ml cycloheximide. Cells were collected at indicated time points and analyzed by western blot using anti-TBP and anti-Tubulin (control) antibodies. (**B**) Quantification of western blots in (**A**) using ImageJ. Signal intensities were normalized to 0 time point in each blots. Control values from Figure 5—figure supplement 1 were plotted as comparison. **DOI:** http://dx.doi.org/10.7554/eLife.08536.023

## Discussion

### Regulation of TBP protein levels by the ubiquitin-proteasome system

Given its central role in transcription regulated by all three classes of RNA polymerases, TBP has been long considered to be a universally required component of cellular transcription. However, recent studies have shown that the protein levels of TBP as well as other canonical components of the TFIID complex can become significantly down-regulated in terminally differentiated myocytes, hepatocytes and adipocytes (Deato and Tjian, 2007; D'Alessio et al., 2011; Zhou et al., 2013; Herrera et al., 2014). Moreover, decreases in TBP protein levels are much more pronounced than changes in its mRNA levels. However, the mechanism for regulating cellular TBP protein levels remained largely unknown. Here, we show that the ubiquitin-proteasome system plays a dominant role in mediating TBP protein levels in terminally differentiated myotubes. Interestingly, we found that an E3 ligase activity responsible for ubiquitinating TBP is also present in proliferating cell types such as myoblasts and Hela cells, where TBP is highly expressed. These results suggest that cellular TBP protein levels are under active surveillance by the ubiquitin-proteasome system and that TBP protein levels may be tightly regulated in a cell-type specific manner.

### Huwe1 and USP10 control TBP ubiquitination states

Using a combination of biochemical fractionation and in vitro ubiquitination assays, we identified the Hect domain containing Huwe1 as a key E3 ligase capable of mediating TBP ubiquitination in vitro (Figure 3). These in vitro biochemical studies subsequently led us to a series of experiments confirming that Huwe1 indeed also regulates TBP levels during myogenesis of C2C12 cells (Figure 5).

Huwe1 is essential for animal development. Specifically, deletion of *Huwe1* results in embryonic lethality, with knock-out embryos displaying hemorrhage in the abdominal region by embryonic day 14.5 (E14.5), followed by growth impairment, necrosis, and eventual death (Kon et al., 2012). In addition to TBP, Huwe1 has also been suggested to target several other proteins involved in cell-cycle check point and apoptosis, including p53, MCL-1, N-MYC, C-MYC and CDC6. Interestingly, although Huwe1 mRNA is ubiquitously expressed in various tissues, it is particularly enriched in skeletal muscle, which is the tissue where a dramatic decrease in TBP protein levels during terminal differentiation was first reported (Schwarz et al., 1998; Chen et al., 2005; Deato and Tjian, 2007). Consistent with this observation, we found that Huwe1 is significantly upregulated during in vitro muscle differentiation of C2C12 cells and that up-regulation of this E3 ligase appears to be functionally important for myogenesis and maintenance of normal muscle morphology (Figure 6).

As part of the TBP surveillance system, we also found that a deubiquitinase, UPS10, contributes to the regulation of TBP ubiquitination and degradation by counteracting the Huwe1 E3 ligase activity. USP10 is a ubiquitously expressed deubiquitinase, whose substrates include tumor suppressor p53 (Yuan et al., 2010). The exact role of USP10 during development remains unclear due to the absence of mouse models. However, we found that a stable cell line (C2C12) overexpressing USP10 is impaired in myotube formation, suggesting that down-regulation of USP10 may also be a prerequisite for efficient differentiation of myoblasts into myotubes in culture. Deubiquitinases achieve their target specificities through either direct recognition of their substrates or targeting specific ubiquitin chain topologies. Our immune-precipitation experiments suggest that USP10 can recognize ubiquitinated TBP through direct protein–protein interactions (Figure 7B). It remains unclear at this point whether there are other deubiquitinases that can also recognize ubiquitinated TBP.

It is worth noting that due to the promiscuous ‘one-to-many’ relationship between E3 ligase, Deubiqutinase (DUBs) and their substrates, it is difficult to directly test whether the myogenic defects we observed after the loss of Huwe1 or USP10 over-expression are directly due to the failure of down-regulating TBP during differentiation or some other consequences of depleting an E3 ligase or over-expressing a deubiquitinase. However, given the seminal role of TFIID/TBP in promoting the transcription of cell cycle and DNA replication genes (Um et al., 2001), it is reasonable to speculate that down-regulation of TBP should at least influence cell cycle exit of myoblasts, a key step during myotube differentiation. In the future, it may be interesting to study the functional role of Huwe1 and UPS10 during muscle development in vivo and how these two enzymes may regulate TBP protein levels in mouse models. Since TBP protein levels also become dramatically reduced in terminally differentiated hepatocytes and adipocytes (D'Alessio et al., 2011; Zhou et al., 2013), it will also be interesting to test whether Huwe1 and UPS10 contribute to TBP downregulation in these other cell types. It also remains unclear whether there are other E3s that would work together with Huwe1 to facilitate TBP protein degradation in terminally differentiated muscle cells. In addition to TBP, other components of the TFIID complex also become down-regulated during terminal differentiation, and in the future it will be worth investigating whether they are targeted by the same or different E3/deubiquitinase pairs.

### Fine-tuning of TBP protein levels during muscle differentiation

Our results suggest that significant up-regulation of Huwe1 and simultaneous down-regulation of UPS10 during myotube differentiation (Figure 5B, Figure 7D) may play an important role in regulating proper TBP protein levels during muscle differentiation (Figure 8). One striking observation is that although the protein levels of TBP and TAFs are significantly down-regulated, the protein levels of other basal transcription factors like RNA polymerase II remain largely unchanged (Figure 1—figure supplement 1). We still have not fully sorted out the functional importance of this selective down-regulation of TBP and TAFs during terminal differentiation.

**Figure 8.**
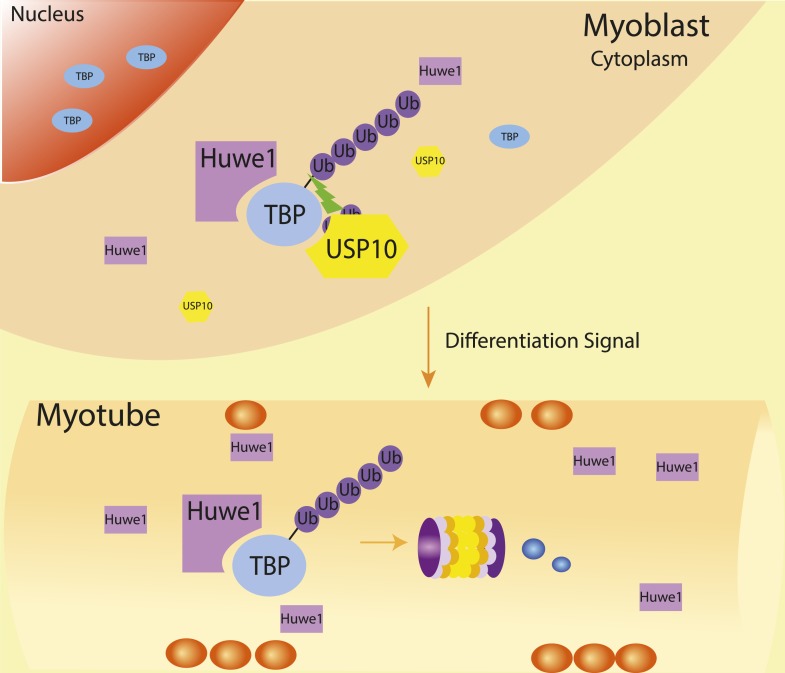
Schematic representation of coordinated regulation of TBP protein level in proliferating and differentiated cells by E3 ligase Huwe1 and deubiquitinase USP10. Both Huwe1 E3 ligase and USP10 deubiquitinase are present in proliferating myoblasts to maintain steady state TBP protein levels. Upon stimulation by differentiation signals, Huwe1 protein levels increase while USP10 protein levels decrease, resulting in increased TBP ubiquitination and degradation by the proteasome. **DOI:** http://dx.doi.org/10.7554/eLife.08536.024

In several previous studies, we observed that in addition to the loss or depletion of TBP during terminal differentiation of cell-types including myotubes and adipocytes, one of the so-called ‘orphan TAFs’ such as TAF3 and TAF7l, respectively, becomes up-regulated or remains highly expressed while the other prototypic TFIID subunits become down-regulated (Deato and Tjian, 2007; Yao et al., 2011; Zhou et al., 2013). In the case of myoblast to myotube formation, we also detected the presence of a TBP related factor, TRF3, that appeared to play some role in possibly either substituting for TBP, as seen by in vitro reactions, or otherwise remaining detectable during terminal differentiation (Deato and Tjian, 2007; Deato et al., 2008). This led us, initially, to propose that the loss of TBP might be accompanied by the assembly of different initiation complexes lacking TBP but containing TRFs and orphan TAFs. However, in several subsequent studies including ESC's, adipocytes and motor neurons, although we consistently observed the emergence and up-regulation of orphan TAFs (i.e. TAF3, TAF7l and TAF9b), we did not detect any up-regulation of TRFs (Liu et al., 2011; Zhou et al., 2013; Herrera et al., 2014). Instead, in each of these cases, ChIP-seq experiments suggested that these orphan TAFs were associated both with core promoters (i.e. TSS) as well as either distal or proximal enhancers of target genes (Liu et al., 2011; Zhou et al., 2013; Herrera et al., 2014). It was also reported that KO mice lacking TRF3 showed no obvious muscle development phenotypes casting doubt on the importance of TRF3 in muscle development in vivo (Gazdag et al., 2009). It is therefore possible that both the loss of TBP and TFIID components in certain cell-types is not necessarily accompanied by a change in the core promoter recognition complex as initially postulated (i.e. substituting various TBP/TAFs/TRFs) but a more elaborate and as yet unclear mechanism may come into play potentially involving new interactions between certain TAFs and cell-type specific transcription factors bound to enhancers. In any case, in all our studies of terminal differentiating cell types, we observed a significant, sometimes dramatic loss of TBP and TFIID components that is often accompanied by persistent or differential up-regulation of an orphan TAF.

An interesting possibility is that down-regulation of TBP protein levels could differentially affect genes with distinct TBP-promoter binding affinities. Recent single molecule studies suggest that transcription factor temporal occupancies at high affinity sites are less sensitive to changes in concentration than those at low-affinity sites (Chen et al., 2014). Thus, it is possible that, by fine-tuning TBP protein levels, genes with weak TBP/TFIID binding promoters become selectively turned down while genes with strong TBP/TFIID binding promoters remain largely unaffected thereby executing another mechanism for differential gene regulation.

## Materials and methods

### C2C12 culture and differentiation

C2C12 myoblasts were obtained from ATCC (CRL-1772, Manassas, VA), and cultured in DMEM medium (11995-065, Life technologies, Frederick, MD) containing 10% FBS (26140-079, Life technologies) at sub-confluent densities (<70%). For differentiation, C2C12 cells were grown to 100% confluence and shifted to differentiation medium DMEM (11995-065, Life technologies) containing 2% horse serum (16050-130, Life technologies). Since decreases in protein levels of TBP and TAFs are generally more dramatic starting from differentiation day 6, we collected myotubes on this day for most analysis unless otherwise noted.

### Protein extraction preparation

Cytoplasmic and Nuclear extraction were prepared as previously described (Dignam et al., 1983). For whole cell extraction preparation, cell pellets were incubated in lysis buffer (1% NP-40, 150 mM NaCl, 50 mM, pH 8.0 Tris–HCl, 0.5% sodium deoxycholate, protease inhibitor cocktails (05892791001, Roche, Nutley, NJ)) for 30 min on ice, passed through needles (20 Gauge) 7–8 times, then centrifuged at 15,000 rpm for 30 min. Supernatant was kept as the cell lysate. Protein concentration of soluble cell lysate was measure by Bradford assay.

### Antibody information

Monoclonal antibodies against TBP (ab61411), Huwe1 (ab78397) and polyclonal antibodies against USP10 (ab72486), RNA polymerase II (ab52202), HA-tag (ab9110) from abcam (Cambridge, MA); polyclonal antibody against ubiquitin (07–375) from EMD MILLIPORE (Billerica, MA); monoclonal antibodies against TAF4 (612054, BD Transduction Laboratories) and Myogenin (556358, BD Pharmingen) from BD Biosciences (Franklin Lakes, NJ); anti-Flag tag (M2) monoclonal antibody from Sigma Aldrich (St. Louis, MO).

### In vivo ubiquitination assay

293T cells were transfected with His_6_-ubiquitin (6 μg) and HA-TBP (2 μg) as indicated in Figure 1B and Figure 7A by calcium phosphate transfection. 24 hr after transfection, cells with treated with 1 μM MG132 overnight to accumulate ubiquitinated proteins. Cells were harvested for in vivo ubiquitination assays, which were performed as described previously (Jin et al., 2012). Western blots were performed using anti-TBP antibody.

### In vitro ubiquitination assay

In a 30-µl reaction, 2 μl of in vitro translated HA-TBP (generated using TNT SP6 Coupled Reticulocyte Lysate System (L4600, Promega, Madison, WI)) or 200 ng of recombinant GST-TBP was incubated with an ATP regenerating system (37.5 mM creatine phosphate, 5 mM ATP, pH 8.0, 5 mM MgCl_2_). 2 μg of ubiquitin (U-100, Boston Biochem, Cambridge, MA), 50 ng E1 (E-305, Boston Biochem), 100 ng UbcH5b (E2-622, Boston Biochem), 2 μM ubiquitin aldehyde (U-201, Boston Biochem), 10 μM MG132 (474790, EMD Millipore) and 10 μg of S100, partial purified fractions or purified recombinant Huwe1 protein for one and a half hour. For detection of ubiquitinated species using the anti-ubiquitin antibody, after the reaction, reaction mixtures were diluted in buffer (1% NP40, 150 mM NaCl, 50 mM Tris–HCl pH 7.5, 0.5% sodium deoxycholate), followed by immunoprecipitation using anti-HA antibody/protein G sepharose beads or pull-down using glutathione sepharose beads. Purified TBP proteins were then subjected to three washes with the same buffer, eluted by boiling in 2×SDS loading buffer and analyzed by western blots. For detection of ubiquitinated species using the anti-TBP antibody, reactions were terminated with 2×SDS sample buffer, and then analyzed by western blots.

### Purification of TBP E3 ligase

All steps were performed at 4°C. Cytoplasmic extracts were prepared from 200 L of Hela cells using Buffer A (10 mM HEPES pH7.9, 0.5 mM MgCl2, 100 mM KCl, 0.5 mM DTT), then applied to a D52 DEAE cellulose (Whatman) column, washed extensively at 100 mM KCl, 200 mM KCl and eluted at 300 mM KCl. This 300 mM KCl fraction was then precipitated with ammonium sulfate (40% saturation), and re-suspended in Buffer A containing 100 mM KCl and 800 mM (NH_4_)_2_SO_4_ . The soluble fraction was applied to Hitrap Butyl Sepharose FF hydrophobic column (17-5197-01, GE Healthcare Life Sciences, Pittsburgh, PA), subjected to 10 column volume (CV) washes using Buffer A containing 800 mM (NH_4_)_2_SO_4_, eluted with a 10 CV linear gradient from Buffer A containing and 800 mM (NH_4_)_2_SO_4_ to Buffer A. Active fractions were then pooled and separated on a Superose6 10/300 GL (17-5172-01, GE Healthcare Life Sciences) equilibrated with Buffer A. Active Superose 6 fractions with an approximate molecular mass of 440–660 kDa were pooled and supplemented with 0.1 mg/ml insulin (11376497001, Roche). Pooled fractions were applied to a Hitrap Heparin HP column (17-0406-01, GE Healthcare Life Sciences), washed with 10 CV of Buffer A, and eluted with a 10 CV linear gradient from 0.1M KCl to 0.5 M KCl. Active Heparin fractions were pooled and dialyzed against Buffer A. Dialyzed fractions were then applied to a Mono Q GL column (17-5166-01, GE Healthcare Life Sciences), washed with 10 CV of Buffer A, then developed with a 20 CV linear gradient from 100 mM KCl to 500 mM KCl. Active TBP E3 ligase fractions eluted from 300 mM to 400 mM KCl.

### Plamids for Recombinant Huwe1 protein production

pFastBac plasmid for his-tag wild-type Huwe1 expression was generously provided by Dr. Qing Zhong (UTSW). Huwe1 catalytic domain deletion was created by replacing the a ApaI-NotI fragment from pCI-neo wild-type Huwe1 plamids (provided by Dr. Qing Zhong(UTSW)) with a ApaI-NotI fragment containing Huwe1 deletion (amplified using primers 5′-CGGGGTCGGGCCCGCCTCCTGGTAGGCAAC-3′ and 5′-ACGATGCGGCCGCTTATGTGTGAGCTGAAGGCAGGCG-3′). The full-length Huwe1 cDNA with C-terminal deletion was then cloned into pFastBac as a SalI-NotI fragment. pFastbac plasmid for Huwe1 catalytic site mutant was created in a similar way, except for that a different reverse primer (5′-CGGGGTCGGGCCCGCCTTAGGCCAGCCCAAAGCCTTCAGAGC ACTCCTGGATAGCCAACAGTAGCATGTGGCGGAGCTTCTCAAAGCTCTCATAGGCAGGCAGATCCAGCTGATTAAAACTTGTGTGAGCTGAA-3′) was used for ApaI-NotI fragment generation.

### Purification of WT and mutant recombinant mule protein

pFastBac plasmids were transfected into Sf9 using Cellfectin II reagent (10362-100, Life technologies) following manufacture's instructions. P3 viruses were used to infect Sf9 cells for protein production. The cells were harvested 48 hr post-infection. Cell pellets were re-suspended in Buffer A (50 ml Buffer A for cell pellets from 1 L culture), and homogenized with a glass douncer. Cytoplasmic fraction was collected by centrifuging at 10,000 rpm for 30 min, added in imidazole to final concentration of 10 mM, and then loaded onto a Ni-NTA gravity column. The column was washed with 20 CV Buffer A containing 10 mM imidazole, and the bound His- Huwe1 was eluted using Buffer A containing 100 mM imidazole. A Superdex200 Gl gel filtration column was used to further purify the His-Mule elution. PageBlue staining was used to check Huwe1 protein in each fraction. Glycerol was added to the fractions containing Huwe1 to a final concentration of 5%, and the proteins were flash frozen in liquid nitrogen and stored at −80°C.

### shRNA-mediated knockdown of Huwe1 in C2C12 myoblasts and myotubes

Huwe1 knockdown in C2C12 myoblasts and myotubes were performed using lentiviruses. Viruses were produced by transfecting pLKO.1 shRNA plasmids targeting Huwe1 (targeting sequences: #1: 5′-GCACTCTTCATAACTCACTTT-3′; #2: 5′-GCACTGCTCATCAAAGATGTT-3′)(CloneID:TRCN0000092553; TRCN0000092556; GE Dharmacon, Lafayette, CO) with packaging vectors into 293T cells using FuGENE HD (E2311, Promega). Supernatants were concentrated using Fast-Trap Lentivirus Purification and Concentration Kit (FTLV00003, Millipore). Huwe1 knockdown in myoblasts were performed in the presence of 8 µg/ml polybrene at around 70% confluency followed puromycin (A11138-03, Life technologies) selection (1 µg/ml). Extensive passages of surviving cells were avoided in order to maintain knockdown efficiency. Huwe1 knockdown in myotubes was performed by incubating lentiviral concentrates in the presence of 8 µg/ml polybrene on differentiation day 4 for two days, followed by puromycin selection for another 2 days (1 µg/ml) to eliminate uninfected myotubes.

### Analysis of TBP protein half-lives using tandem fluorescent protein timers

The plasmid expressing wild type TBP-mCherry-sfGFP fusion protein under a CMV promoter were transfected into 293T cells by Fugene HD reagent following manufacturer's instructions. Cell imaging was done using Zeiss Axio Observer microscope. sfGFP signal was detected using excitation filter TBP 495/20, and mCherry signal was detected using excitation filter TBP 570/30. Same exposure time was used for different samples. Images were then further analyzed using ImageJ through the same processes. FACS analysis of TBP-mCherry-sfGFP signal was done in DB FACSAria III Cell Sorter. sfGFP was detected using 488 nm laser, and mCherry was detected using 561 nm laser. mCherry/sfGFP was set as a parameter and detected simultaneously with mCherry and sfGFP signals.

### Gene expression analysis

Total RNA from wild type and Huwe1 knockdown myoblasts or myotubes was isolated using RNeasy kit (74106, Qiagen, Valencia, CA). mRNA was then purified using Dynabeads Oligo(dT)_25_ (25-61002, Life technologies). RNA-seq library was prepared using ScriptSeq v2 RNA-seq Library Preparation Kit (SSV21106, illumina, San Diego, CA), and then sequenced using an Illumina Hiseq 2000 sequencing platform. Reads were mapped to the genome using Tophat, and differentiation expression analysis was done using Cuffdiff (Trapnell et al., 2009, 2012). Results were plotted out using R package Plotrix, and gene ontology analysis was done using R package Goseq (Young et al., 2010).

### Source files

The following data set was generated: Li L. A specific E3 ligase/deubiquitinase pair modulates TBP protein levels during muscle differentiation http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE72105. Publicly available at NCBI Gene Expression Omnibus.

How the deposited data were processed for this re-analysis (not part of the article)

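RNA from C2C12 mouse cells was compared in 4 tables: Huwe1 knockdown against control in myoblasts at day 0, at day 6 of differentiation and in day 8 myotubes, and USP10 overexpression against control at day 6. Each Huwe1 table holds 1 control library and 2 knockdown libraries pooled into 1 column, and the USP10 table holds 1 library on each side. Which library the control of the USP10 table was made from could not be mapped.

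The authors mapped reads with Tophat and estimated expression with Cuffdiff, and the deposited values of each gene are FPKM, that is, fragments scaled to transcript length and library size. The deposited tables also hold the log2 fold change, a test score, a p-value and a q-value that the authors obtained from Cuffdiff. The paper's text does not name the genome build, the annotation or the versions of these tools. Of 23417 gene symbols, 21709 were found in the RefSeq annotation of GRCm38, and 98.9% of their listed loci overlapped it. The tables were normalized separately, so fold changes, calls and list percentiles stayed within a table. Levels set side by side across tables are descriptions. Some tests in the additional observations also compared columns across tables and carry this limit.

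The deposited FPKM values were turned into log2 ratios of treated to control with 0.01 added to each value, close to where the paper's plots place a value of 0. Genes with at least 1 FPKM in at least 1 column were kept, whatever their Cuffdiff status. Genes at least 2-fold and 8-fold lower or higher were counted. With 1 value per condition there is no p-value from these columns, and the q-values printed are those of the authors' deposited tables, with calls counted at a q-value under 0.05. The text names every gene the paper names, though not in every comparison, and in each comparison the 3 largest decreases and 3 largest increases among genes with at least 10 FPKM in 1 column, at least 1 FPKM in both, a completed Cuffdiff test and a locus of at least 500 bases, taken from the authors' deposited calls where there were at least 3.

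There were 11 gene lists written by hand from general knowledge: sarcomere and contractile fiber, troponin and thin filament, excitation-contraction coupling and muscle metabolism, myogenic regulators, cell cycle S phase, cell cycle G2 and M phase, housekeeping, TFIID and RNA polymerase II initiation, interferon response, p53 targets, and proteasome subunits. The thin filament list overlaps the sarcomere list. The median log2 ratio of a list was given as its percentile among the medians of 10000 random lists of the same size, matched on mean log2 FPKM in 20 bins, and a percentile under 2.5 or over 97.5 was taken as standing apart. The paper's gene ontology analysis was not repeated, since no ontology annotation was used here.

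Depth was estimated from genes with 1 annotated transcript of at least 1500 bases, whose lowest FPKM values cluster at what 1 fragment is worth. It gave 21800000 fragments for the day 0 control, 29900000 for the day 6 control, 18100000 for the day 8 control, 7820000 for the control of the USP10 table and 27700000 for the USP10 library. Pooled columns gave no estimate.

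The computations were tested on simulated data. All 200 genes changed by known folds were recovered in the right direction and 0 unchanged genes were counted, over 10870 genes. Of 1000 unchanged lists, 5.4% passed the percentile limits, and 100% of lists raised by 1 log2 unit did. A first run on 200 lists had given 8%, after which the number of lists was raised. The simulated genes varied independently, so these rates do not cover lists whose genes move together. The depth estimate was within 0.714% in 4 simulated depths of 2000 genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.

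The alternatives were pseudocounts of 0.1 and 1, a minimum of 5 FPKM, a minimum of 1 FPKM in both columns, completed tests only, centring on the median gene, loci of at least 500 bases, 50 expression bins, a q-value under 0.01 and a 2-fold minimum on the authors' deposited calls. Leaving out single replicates was not possible, since the tables hold no replicate values. All 8 FPKM columns were used.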

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

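Except for the day 0 test of the interferon list and the test of the p53 list, the tests in this part were chosen after the results were seen, and so were the limits by which each test was judged. The comparisons have 1 value per condition and no replicate check. A list is given here when the paper does not discuss it in that comparison and its median lay above the upper percentile limit set for random lists, and a gene when the paper names it but not for its mRNA in that comparison and it rose at least 2-fold to at least 10 FPKM. With 11 lists in 4 comparisons, about 1 list would pass the upper limit by chance.

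The interferon response list was higher with Huwe1 knockdown at day 6 (median log2 ratio 3.41, 29 of 30 genes at least 2-fold higher) and in day 8 myotubes (0.96, 7 of 15 genes), and with USP10 overexpression at day 6 (1.22, 13 of 19 genes). Each median lay above all random lists, though the authors' deposited table of the USP10 experiment calls none of these genes. Isg15 rose from 0.662 to 22.3 FPKM at day 6 of the knockdown. The size of the list's rise at that stage depends on low control values. Its median was 1.64 with a pseudocount of 1, and 2.48 over the 10 genes with at least 1 FPKM in both columns. Both medians still lay above all random lists. A response to the lentivirus or the hairpin was expected to be present in the knockdown myoblasts already. That prediction was not met, since the list did not stand apart there (percentile 49.66 at day 0), but it stays open: only 13 of the 34 genes had at least 1 FPKM, 7 of them lower and 6 higher. Over all 34 genes, most of them under that minimum, the median level at day 0 was 0.350 FPKM in the control and 0.527 FPKM in the knockdown, and Ifit1 had 0.326 FPKM in the control and 0.948 FPKM in the knockdown. In day 8 myotubes the median log2 ratio of 0.9581 leaves a response to a virus or hairpin open as well, because the labels name a non-targeting RNA for that control while the deposited table and the methods call it wild type. At day 6, a response that arises only during differentiation cannot be told apart from an effect of Huwe1 or USP10: in the USP10 experiment 68.42% of the list was at least 2-fold higher, but how that line was made is not named in the paper's text, and the labels call the day 0 and day 6 controls of the Huwe1 experiments wild type. A biological effect of the knockdown also stays open and untested.

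The cell cycle lists moved in opposite directions. At day 6 of Huwe1 knockdown the G2 and M phase list was higher (median 1.47, above all random lists) and the S phase list too (0.54, percentile 97.98), while in day 8 myotubes both were lower. The G2 and M phase medians differ by -4.13 from day 6 to day 8, a difference that was not tested. The day 6 rise depends on genes with low values: with a minimum of 5 FPKM the G2 and M phase median was 0.21, within the random lists. With a pseudocount of 1 it was 0.74 and stayed above the limit (percentile 99.93). The authors' deposited table calls 27 of the 52 genes, 26 of them higher. Across the separately normalized tables, the G2 and M phase list was higher in the day 8 control than in the day 6 control (median log2 ratio 3.821, values as deposited), and the same list hardly differed between the knockdown columns (-0.07). The opposite directions may therefore come from the controls. Mki67 had 0.629 FPKM in the day 6 control and 46.7 FPKM in the day 8 control. A difference in scale between the tables is argued against as the cause, since without any centring the median log2 ratio of the housekeeping list was 0.1033 between the same controls. Whether the day 8 control culture held more dividing cells stays open, as does a biological difference between the days. The methods describe puromycin selection of infected myotubes and do not state whether the sequenced control was selected.

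The p53 target list was higher in day 8 myotubes of the Huwe1 knockdown (median 0.44, percentile 99.96), though its genes were divided: 17 of 26 were higher and 9 lower, 4 at least 2-fold higher and 2 at least 2-fold lower, and of the 18 that the authors' deposited table calls, 13 were higher and 5 lower. Pmaip1 was lowest (log2 ratio -1.91), and Cdkn1a fell from 522 to 200 FPKM. Loss of Huwe1, for which the paper cites p53 as a proposed target, would be a candidate explanation, with the list above the random lists at each stage. At day 0 its percentile was 92.51 and at day 6 it was 45.1, so the prediction made beforehand was not met. At day 6, 15 of the 26 genes were lower and 11 higher, and a median near 0 over such genes leaves the explanation open. No other explanation was tested.

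Usp10 mRNA was higher in the Huwe1 knockdown at day 6 (13.2 to 35.4 FPKM, log2 ratio 1.42, and the authors' deposited table calls it with a q-value of 0.000428). It had 68.5 FPKM in the day 0 control. In day 8 myotubes its log2 ratio was -0.14. No explanation was tested for this gene alone.

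Tbp mRNA was higher in the USP10 overexpression library (27.8 to 89.6 FPKM, log2 ratio 1.69), and so was Polr2a (383 to 1226 FPKM, log2 ratio 1.68). The authors' deposited table calls neither gene, with a q-value of 0.536 for Tbp. Reads of Pdcd2, which overlaps Tbp, are argued against as the source, since Pdcd2 had a log2 ratio of -0.05191. Counting error in the shallow control is argued against as well, since Tbp is estimated to hold 210.4 fragments there. A property of this library cannot be told apart from an effect of USP10, because there is 1 library: 58 genes of at least 20 FPKM lay at least 2-fold above both their control and every column of the Huwe1 tables, and this number ran from 16 to 178 over other thresholds, all of which included Tbp and Polr2a. Between the controls of the 2 day 6 tables, Tbp also differed by 2.58-fold and Polr2a by 5.12-fold.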

How the results depend on the processing

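The alternatives were set before the data were examined, and none was added. The limit for calling a single gene's value moved, the robust SD of 0.63 between the day 6 controls, was set afterwards. It was exceeded in 10 of 282 gene values, and 18 would pass under each table's median absolute log2 ratio.

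Counts of genes changed at least 2-fold stayed within 1.5 times in 39 of 56 settings. With a pseudocount of 1 there were 88 lower and 124 higher genes at day 0 and 545 higher genes in day 8 myotubes. With a minimum of 5 FPKM there were 90 lower and 117 higher at day 0, 1357 higher at day 6, 771 lower and 502 higher in day 8 myotubes, and 658 lower and 740 higher with USP10 overexpression. With at least 1 FPKM in both columns the numbers were 106 lower and 91 higher at day 0, 1284 higher at day 6, 783 lower and 544 higher in day 8 myotubes, and 669 lower and 741 higher with USP10 overexpression. Fewer genes enter under the last 2 filters.

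The authors' deposited calls at a q-value under 0.01 were 0 at day 0, 2505 at day 6 and 0 with USP10 overexpression. Among the named genes, the lowest Cuffdiff p-value at day 0 and with USP10 overexpression was 5e-05. It carries q-values of 0.0139 and 0.0126, respectively, whatever the test score. The counts of 0 therefore do not show that the calls are weak. Calls of at least 2-fold numbered 1927 in day 8 myotubes.

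The median-centred setting moves lists and random lists alike, so percentiles cannot change under it. It changed the sign of medians near 0: the housekeeping list at day 6 (0.028), the S phase list with USP10 overexpression (-0.048) and Mcl1 with USP10 overexpression (log2 ratio -0.014). With a minimum of 5 FPKM the thin filament list at day 0 had a median of 0.14 over 4 genes, where the main value is negative. The share of higher genes among those changed moved by under 10 percentage points. The sarcomere and myogenic regulator lists kept their direction and their side of the limits in every comparison under all 7 list alternatives.

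The cell cycle lists at day 6 fell within the random lists under several filters. The S phase median was 0.38 with a pseudocount of 1 (percentile 97.1), 0.36 with a minimum of 5 FPKM (93.0) and 0.31 with 1 FPKM in both columns (94.5). The G2 and M phase median was 0.21 with a minimum of 5 FPKM (77.7) and 0.31 with 1 FPKM in both columns (94.6). With a pseudocount of 1 it was 0.74 and stayed above the limit (99.93). Among other results 1 list, the proteasome subunits at day 0, fell within the limits with 50 bins. The robust SD between the day 6 controls stayed within 1.5 times in its 3 settings.

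The shallow control of the USP10 table, at about 7820000 fragments, limits what can be said of genes with few FPKM. No paired analysis was possible because the columns carry no replicate values. For the same reason, leaving out one replicate at a time could not give a value.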

Differences from the paper's values

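No value that the paper states for a measure computed here differed by more than 1.5-fold. The paper's decrease of Myod1 and Mef2c at day 0 is about 2-fold, and the values were 2.34-fold for Myod1 and 1.94-fold for Mef2c, with 2.21-fold and 1.54-fold under a pseudocount of 1.

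The paper states that cell cycle genes showed no significant change at day 0. None was called or changed 2-fold, but the S phase list (median log2 ratio 0.17) and the G2 and M phase list (0.15) lay above nearly all random lists. The paper gives Mef2c as lower in myoblasts, and the authors' deposited table does not call it (q-value 0.501). The paper also measured Mef2c by RT-qPCR in knockdown myoblast lines, and those data were not re-analysed here.

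The paper treats the day 6 cells as depleted of Huwe1, while Huwe1 mRNA fell by 0.68 on the log2 scale and is not called in the authors' deposited table (q-value 0.108). The paper's evidence of depletion is Huwe1 protein in knockdown myoblasts and day 8 myotubes, and RT-qPCR in myoblast lines. The day 6 mRNA is thus another measure or another time.

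The paper states that Myod1, Myog, Myh3 and Ckm were not induced at day 6 in cells overexpressing USP10, and its legend to Figure 7—figure supplement 1 states that induction was not efficient. The FPKM values in that library were 50.4 for Myod1, 28.8 for Myog, 72.9 for Myh3 and 16.2 for Ckm, against 21.7, 0.164 and 0.0795 for Myod1, Myog and Myh3 in the day 0 control, where Ckm is listed at 0. The day 0 control comes from a separately normalized table. Against its own control Myod1 had a log2 ratio of -0.73, and of the 4 genes the authors' deposited table calls Myog alone.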

Other observations

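The tests in this part, and the limits by which each was judged, were chosen after the result was seen, except the test of listed loci among genes at 0.

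The control columns of the 2 day 6 tables differ. Over 11459 genes their log2 ratio, centred on the median gene as are the other values given here for these columns, had a robust SD of 0.63, and 2284 genes differed at least 2-fold. A lower depth of the same library is argued against, since 24.25% of the 697 genes with at least 100 FPKM in both columns differed at least 1.5-fold. A culture that had differentiated less far may explain part of the difference: the sarcomere list was lower in the control of the USP10 table (median log2 ratio -0.9972) and the G2 and M phase list higher (1.15), with the housekeeping list at -0.01. This is a hypothesis found in the same data.

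Huwe1 knockdown and USP10 overexpression changed similar genes at day 6. Across 11159 genes, which are not independent replicates, the log2 ratios had a Pearson r of 0.66 and a Spearman rho of 0.64, without a shared column, and r was 0.52 when at least 1 FPKM was required in each of the 4 tables, a filter that drops muscle genes silent in myoblasts. The latter filter was used first and the wider one was chosen after both values were seen. One hypothesis is that both cultures differentiated less far than their controls. The USP10 effect ran against the change from day 0 to day 6 in the Huwe1 controls (r -0.5075 across genes, or -0.33 under the first filter), and the Huwe1 effect ran against the same change in the control of the USP10 table (r -0.44, or -0.32 under the first filter). For the knockdown in day 8 myotubes these correlations were both -0.03, and 0.08 and 0.07 under the first filter, so their sign is not settled. Among the 742 genes at least 2-fold lower in both cultures, 6.065% lay at least 2-fold below the day 0 control and both day 6 controls in both. No conclusion is drawn from this low share, because muscle genes near 0 at day 0 could hardly fall below that control. The sarcomere list had a median of 0.271 FPKM there. Among the 754 genes at least 2-fold higher in both, 33.29% lay at least 2-fold above the day 0 control and both day 6 controls, across tables that were normalized separately. A state between day 0 and day 6 does not account for these 251 genes, and for the higher genes as a set it cannot be told apart from other changes. Dcn had 1.27 FPKM in the day 0 control, 7.94 FPKM in the day 6 control of the Huwe1 table and 50.3 FPKM in that of the USP10 table. It had 2987 FPKM in the knockdown and 3037 FPKM with USP10 overexpression. In the same 3 controls Ly6a had 15.5, 2.54 and 31.3 FPKM, against 584 and 429 FPKM. Mgam had 1.40, 0.334 and 1.95 FPKM in them, against 66.8 and 73.9 FPKM. The median level of the G2 and M phase list was 54.4 FPKM in the day 0 control, 2.24 FPKM in the knockdown at day 6 and 1.51 FPKM with USP10 overexpression. By the correlations, less differentiation would be a partial explanation, and the values do not show what led to it. A biological effect shared by Huwe1 and USP10 stays open and untested. The other pairs of effects were less alike: r was 0.24 between the knockdown at day 6 and in day 8 myotubes, 0.25 between USP10 overexpression and the knockdown in myotubes, 0.20 between the knockdown at day 0 and in myotubes, -0.0090 between the knockdown at day 0 and at day 6, and 0.0049 between the knockdown at day 0 and USP10 overexpression. In the same order, the Spearman rho of these pairs was 0.29, 0.15, 0.04, -0.02 and -0.12. Under the first filter their r was 0.15, 0.21, 0.21, 0.0049 and 0.089. In all, 12 pairs were correlated, of which 2 share a column and are not printed.

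At day 0 the 19 sarcomere genes with at least 1 FPKM in either column, of 50 in the list, were lower in the knockdown (median -0.32, percentile 0.17, 15 genes lower), as were the 12 such genes of the 35 for excitation-contraction coupling and muscle metabolism (median -0.88). Over all 50 sarcomere genes, most of them under that minimum, the median level was instead higher in the knockdown (0.271 FPKM in the control and 0.415 FPKM in the knockdown). Myh3 had 0.0795 FPKM in the control and 0.533 FPKM in the knockdown, so no direction is given for the whole list. The thin filament list was at -0.12 (percentile 19.4). Most of these genes have low values in myoblasts.

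The proteasome subunits were lower in the Huwe1 knockdown at day 0 (median -0.10, percentile 1.19), at day 6 (-0.59, percentile 0.73) and in day 8 myotubes (-0.52, percentile 0.81), and had a median of -0.09 with USP10 overexpression (percentile 3.44). The list for TFIID and RNA polymerase II initiation had medians of 0.04, -0.17, -0.07 and 0.07 in the 4 comparisons, each within the random lists. The interferon list at day 0 had a median of -0.02. The p53 list had medians of 0.09 at day 0, -0.08 at day 6 and 0.11 with USP10 overexpression. At day 6 the housekeeping list had a median of -0.01. With USP10 overexpression the S phase list had a median of 0.01 and the G2 and M phase list one of -0.16, both within the random lists.

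In the 4 tables, 140 entries above 32 FPKM in one column are listed at 0 in the other. Short transcripts were expected to explain these, tested by a listed locus under 500 bases. That prediction was not met, since 17.86% had such a locus, against 0.271% of other genes above 32 FPKM. By the length of the gene's own annotation, a test chosen after the first had failed, 99.28% were under 500 bases, against 1.66% of the other genes. This is consistent with short transcripts, whose listed locus could be that of a larger neighbour. No fold change is given for any of these genes by name, but all of them enter the counts of genes changed at least 2-fold. At day 0 they are 23 of the 207 higher and 9 of the 184 lower genes.

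Other genes that the paper names were read in the same tables, with no replicate check. Tbp mRNA had log2 ratios of 0.23 at day 0, 0.43 at day 6 and 0.46 in day 8 myotubes of the Huwe1 knockdown. Trp53 stayed between -0.16 and 0.05 in the 4 comparisons and Mcl1 between -0.34 and 0.28. Myc had a log2 ratio of -0.56 in the knockdown at day 6 and 0.60 with USP10 overexpression. Taf3 had 0.73 and 0.72 in these comparisons, and Taf4a stayed between -0.08 and 0.58. Taf9b, at 4.70 FPKM or less, moved in both directions (1.42 at day 6 and -1.41 in day 8 myotubes). Taf7l and Mycn were under 1 FPKM in each Huwe1 table. In the USP10 table Taf7l had 2.09 FPKM in the control and 5.36 FPKM in the USP10 library, and Mycn was under 1 FPKM there too. Tbpl2 is listed at 0 in every column. Myh1, uncertain among its near copies, had a log2 ratio of -5.73 at day 6 and -2.26 in day 8 myotubes.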
